# Factors governing the transcriptome changes and chronological lifespan of fission yeast during phosphate starvation

**DOI:** 10.1016/j.jbc.2024.105718

**Published:** 2024-02-02

**Authors:** Angad Garg, Ana M. Sanchez, Beate Schwer, Stewart Shuman

**Keywords:** phosphate starvation response, transcriptomics, transcription factor Pho7, ribosomal proteins, tRNA biogenesis, translation factors, aminoacyl tRNA synthetase

## Abstract

Starvation of *Schizosaccharomyces pombe* for inorganic phosphate elicits adaptive transcriptome changes in which mRNAs driving ribosome biogenesis, tRNA biogenesis, and translation are globally downregulated, while those for autophagy and phosphate mobilization are upregulated. Here, we interrogated three components of the starvation response: upregulated autophagy; the role of transcription factor Pho7 (an activator of the *PHO* regulon); and upregulated expression of *ecl3*, one of three paralogous genes (*ecl1*, *ecl2*, and *ecl3*) collectively implicated in cell survival during other nutrient stresses. Ablation of autophagy factor Atg1 resulted in early demise of phosphate-starved fission yeast, as did ablation of Pho7. Transcriptome profiling of phosphate-starved *pho7*Δ cells highlighted Pho7 as an activator of genes involved in phosphate acquisition and mobilization, not limited to the original three-gene *PHO* regulon, and additional starvation-induced genes (including *ecl3*) not connected to phosphate dynamics. Pho7-dependent gene induction during phosphate starvation tracked with the presence of Pho7 DNA-binding elements in the gene promoter regions. Fewer ribosome protein genes were downregulated in phosphate-starved *pho7*Δ cells *versus* WT, which might contribute to their shortened lifespan. An *ecl3*Δ mutant elicited no gene expression changes in phosphate-replete cells and had no impact on survival during phosphate starvation. By contrast, pan-*ecl* deletion (*ecl123*Δ) curtailed lifespan during chronic phosphate starvation. Phosphate-starved *ecl123*Δ cells experienced a more widespread downregulation of mRNAs encoding aminoacyl tRNA synthetases vis-à-vis WT or *pho7*Δ cells. Collectively, these results enhance our understanding of fission yeast phosphate homeostasis and survival during nutrient deprivation.

Inorganic phosphate is an essential nutrient acquired by cells from their environment. Cells from all domains of life respond to acute phosphate starvation by inducing the transcription of phosphate acquisition genes. In the fission yeast *Schizosaccharomyces pombe*, phosphate acquisition (*PHO*) genes *pho1* (cell surface acid phosphatase), *pho84* (phosphate transporter), and *tgp1* (glycerophosphodiester transporter) are repressed under phosphate-replete conditions by upstream long noncoding RNA (lncRNA)-mediated transcriptional interference (1) and derepressed during acute phosphate starvation over 4 h (2). Induction of the *PHO* regulon during acute phosphate starvation depends on the transcription factor Pho7 that binds to target DNA sequences in the *PHO* mRNA promoters (3, 4, 5, 6).

In a recent study, we characterized the adaptations of fission yeast to chronic phosphate starvation, during which cells enter a state of quiescence, initially fully reversible upon replenishing phosphate after 2 days of starvation (7). Time-resolved analyses of transcriptome changes revealed coherent perturbations of gene expression, whereby the mRNAs encoding the cellular machineries for ribosome biogenesis, tRNA biogenesis, and protein translation are globally downregulated, whereas those for autophagy and phosphate mobilization are upregulated (Fig. S1). At the proteome level, phosphate starvation resulted in depletion of ribosome assembly factors, 60S and 40S proteins, tRNA-modifying enzymes, and translation factors. The phosphate starvation-induced downregulation of ribosome biogenesis genes, ribosomal protein genes, translation factor genes, and tRNA biogenesis genes was abolished or severely curtailed in the presence of cycloheximide (7). Also, the upregulation of the *PHO* genes *pho84*, *pho1*, and *tgp1* was squelched by cycloheximide treatment due to a failure to shut off the production of upstream interfering lncRNAs. We surmised that phosphate starvation-induced transcriptional shut-off of the translation machinery mRNAs and *PHO*-regulatory lncRNAs requires new synthesis of one or more repressive proteins.

WT fission yeast cells progressively lose viability in the interval between 2 days (100% viable), 14 days (44% viable), and 28 days (4% viable) of phosphate starvation (7). We hypothesized that prolonged phosphate deficiency sets up bifurcated pathways of cell quiescence or cell death and that the balance between these outcomes might be altered by mutations in genes that affect these pathways. An initial clue to pathway choice was that *maf1* mRNA and Maf1 protein were upregulated during a 48-h period of phosphate starvation. Maf1 is an endogenous negative regulator of RNA polymerase III (Pol3) transcription. We proceeded to show that *maf1*Δ fission yeast cells undergo accelerated demise between 1 and 2 days of phosphate starvation. Starved *maf1*Δ cells upregulate genes for phosphate mobilization and autophagy and downregulate the machinery for production and processing of rRNA and tRNA and for protein synthesis akin to starved WT cells. The 24 to 48 h temporal window during which phosphate-starved *maf1*Δ cells begin to expire is associated with overproduction of tRNA and the accumulation of polyadenylated tRNAs, intron-containing pre-tRNAs, and unspliced tRNA fragments (7). We proposed that Maf1 prolongs chronological lifespan during phosphate starvation by repressing Pol3 and preventing a death pathway associated with aberrant tRNA metabolism.

In the present study, we focus on three different arms of the transcriptional response to chronic phosphate starvation: (i) upregulated autophagy; (ii) Pho7-dependent transcription; and (iii) upregulated expression of *ecl3*, one of three paralogous genes (*ecl1*, *ecl2*, and *ecl3*) that are collectively implicated in cell survival during nutrient stress.

## Results

### Limited transcriptome changes upon transition of fission yeast from YES medium to phosphate-replete ePMGT medium

Our phosphate starvation protocol entailed transfer of log-phase cultures of *S. pombe* cells grown at 30 °C from YES medium (yeast extract with supplements) to a defined medium ePMGT (enhanced Pombe Minimal Glutamate with Thiamine) containing either 15.5 mM phosphate (ePMGT+PO_4_) or lacking phosphate (ePMGT–PO_4_). Fission yeast continued to grow normally after transfer from YES to ePMGT+PO_4_, that is, the doubling time of 147 min in ePMGT+PO_4_ was virtually identical to the doubling time of 143 min in YES (7), and there was no increase in cell surface acid phosphatase activity (a sensitive indicator of phosphate starvation response). Upon transfer from YES to ePMGT–PO_4_ (starvation medium), cells rapidly accumulated surface acid phosphatase (Pho1) and underwent two to three rounds of cell division before entering a state of G0 quiescence, as gauged by flow cytometry. Previously, we interrogated the transcriptional adaptations to phosphate starvation by performing RNA-seq on poly(A)^+^ RNA isolated from WT fission yeast cells prior to (time 0) and 4, 8, 12, 24, 36, and 48 h after transfer from YES to ePMGT–PO_4_. This analysis revealed that the mRNAs encoding the cellular machineries for ribosome biogenesis, tRNA biogenesis, and protein translation are globally downregulated, whereas those for autophagy and phosphate mobilization are upregulated (7). Transfer from YES to ePMGT–PO_4_ also resulted in upregulation at 4 h of a subset of core environmental stress response genes that had been identified by Bähler and colleagues (8) as induced in response to oxidation, heavy metal exposure, heat shock, osmotic stress, and DNA damage, thereby implying that fission yeast cells experience acute phosphate starvation as a stress.

Although we attributed the observed transcriptome changes *versus* the YES time 0 dataset solely to phosphate limitation, we proceeded here to query whether and how the change from complex to defined phosphate-replete medium might impact gene expression, by performing RNA-seq on poly(A)^+^ RNA isolated from WT fission yeast cells prior to (time 0) and 2, 4, 8 h after transfer from YES to ePMGT+PO_4_. Three biological replicates were sequenced for each time point. As before, we imposed the criterion that genes be differentially expressed ±2-fold at two or more of the time points to be deemed genuinely responsive to the switch in media. We thereby identified 72 annotated protein-coding transcripts that were upregulated by between 2-fold and 90-fold in ePMGT+PO_4_ (Table S1). Constituents of the fission yeast iron homeostasis regulon (n = 9) and noniron transmembrane transporters (n = 21) were the predominant class of genes upregulated during the change to ePMGT+PO_4_. Forty seven of the 72 genes up in ePMGT+PO_4_ were also upregulated after transfer from YES to ePMGT–PO_4_. We attribute the increased expression of iron regulon genes to the fact that the concentration of iron in YES (3.2 μM) is 4-fold higher than in ePMGT (0.74 μM).

The key point here is that growth in ePMGT+PO_4_ did not increase the expression of the key genes highlighted previously that were induced at equivalent times during phosphate starvation in ePMGT–PO_4_, that is, 25 autophagy genes, 23 Pol2 transcription factors, the Pol3 repressor Maf1, and 40 phosphate-mobilizing proteins/enzymes (7). Two transcription factors (Cbf12, Toe1) that were noted previously to be upregulated in ePMGT–PO_4_ (7) were upregulated to a similar extent in ePMGT+PO_4_. Two phosphate-mobilizing genes—*SPBPB2B2.06c* and *SPAC1039.02*—encoding predicted extracellular 5′-nucleotidase enzymes (which hydrolyze extracellular AMP to adenosine and phosphate) that were upregulated by 21,000-fold and 140-fold, respectively, after 8 h in ePMGT–PO_4_ (7) were increased to a lesser extent after 8 h in ePMGT+PO_4_ (by 13-fold and 4-fold, respectively) from which we conclude that they are *bona fide* phosphate-regulated genes.

Only five coding genes were downregulated by 2- to 4-fold after transfer from YES to ePMGT+PO_4_. Here, the salient point is that growth in ePMGT+PO_4_ did not result in downregulation of the several hundred ribosome biogenesis, tRNA biogenesis, and protein translation genes seen during an equivalent interval of phosphate starvation (7).

### Autophagy prolongs the lifespan of phosphate-starved fission yeast

Autophagy is an inducible response of eukaryal cells to changes in their environment, such as nutrient deprivation, whereby cytoplasmic components are enclosed within membranous autophagosomes that undergo lysosome/vacuole fusion, leading to degradation of the autophagosome contents (9). Autophagy thereby allows for salvage of the building blocks of preexisting macromolecules to restore nutrients. Autophagy is initiated and executed by a cascade of ubiquitin-like conjugation and kinase events performed by a conserved set of “Atg” proteins, named after their budding yeast orthologs (9), in concert with additional autophagy factors, none of which is essential for vegetative fission yeast growth under nutrient-rich conditions (10). A key finding from our RNA-seq experiments was that 25 of the fission yeast genes in the autophagy pathway were upregulated at the transcriptional level in response to phosphate starvation (Fig. S1). The greatest fold increases were noted for mRNAs specifying Atg12 (a ubiquitin-like protein modifier conjugated to Atg5) and Atg1 (a serine/threonine protein kinase), which were up by 10-fold and 5-fold, respectively. Proteomics analysis showed that the levels of 12 of the autophagy proteins were increased by 2- to 12-fold within 24 h of phosphate starvation, including Atg1, which increased ∼4-fold (7).

A pertinent question is whether the transcriptional induction and increased production of autophagy pathway proteins aid in prolonging the chronological lifespan of phosphate-starved fission yeast once they become quiescent. To address this point, we deleted the *atg1* gene and compared the survival of WT and *atg1*Δ cells that were subjected to phosphate starvation then allowed to recover growth on phosphate-replete medium. Aliquots of cells were collected prior to (time 0) and 2, 4, and 7 days after transfer from YES to ePMGT–PO_4_ and counted with a hemacytometer. Serial dilutions were plated on YES agar medium and incubated at 30 °C. Viable colony counts were normalized to the time 0 control and percent survival was plotted as a function of starvation time (Fig. 1). WT cells retained full viability after 2 days of starvation before gradual demise ensued (66% survival after 7 days of starvation). The instructive finding was that deletion of Atg1 resulted in accelerated death of phosphate-starved cells, with 50% survival after 2 days of phosphate deprivation and less than 6% survival after 7 days (Fig. 1).

**Figure 1:**
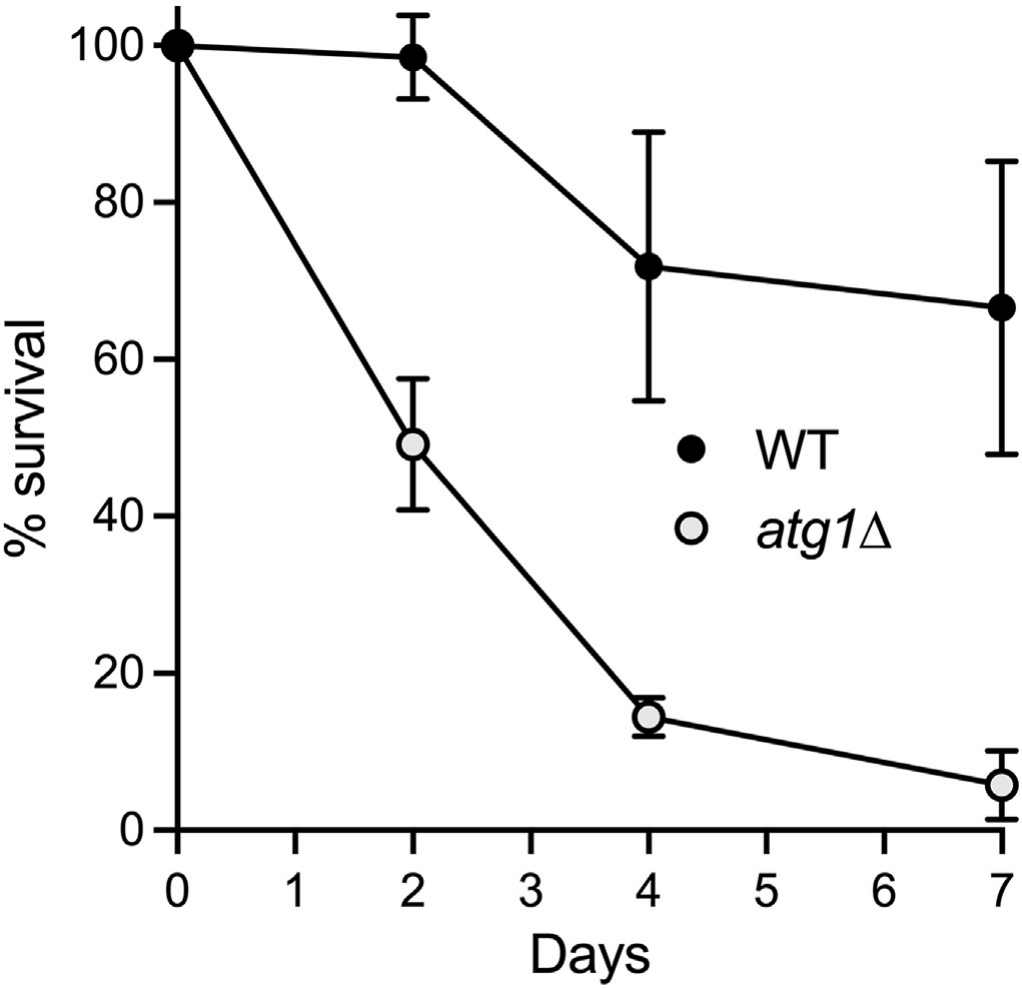
**Deletion of *atg1* shortens survival during phosphate starvation.** Viable colony counts of phosphate-starved WT and *atg1*Δ cultures were normalized to the time 0 control (100%). Percent survival is plotted as a function of starvation time. The 2-day survival data are the average of four independent experiments ± SD. The 4-day survival data are the average of five experiments ± SD. The 7-day WT survival data are the average of eight experiments ± SD. The 7-day *atg1*Δ survival data are the average of three experiments ± SD.

### Interrogating the role of transcription factor Pho7

The 738-amino acid Pho7 protein is a member of the zinc binuclear cluster (Zn_2_-Cys_6_) family of fungal DNA-binding transcription regulators (11). Dennis Wykoff and colleagues identified Pho7 as a key player in phosphate homeostasis by screening a fission yeast gene KO collection for strains defective in the elaboration of Pho1 cell surface acid phosphatase activity in response to phosphate starvation (3). They showed that *pho7* deletion interdicted the phosphate starvation-induced increase in mRNAs encoding Pho1 acid phosphatase, the Pho84 phosphate transporter, and the Tgp1 glycerophosphodiester transporter (2, 3). These three genes comprise a *PHO* regulon; their expression is repressed under phosphate-replete conditions by lncRNA-mediated transcriptional interference (1) and derepressed during phosphate starvation when lncRNA synthesis abates (7). Microarray analyses of gene expression in *pho7*^+^ and *pho7*Δ strains in phosphate-replete and phosphate-starved cells affirmed the role of Pho7 in the acute phosphate starvation response, while highlighting an additional function of Pho7 in driving expression of multiple stress-response genes independent of phosphate status (2). Their microarray analysis identified 149 protein-coding genes that were upregulated at least 2-fold at 4 h of phosphate starvation, 113 of which were upregulated by at least 2-fold at 4 h in our RNA-seq analysis of phosphate starvation. Carter-O’Connell *et al*. (2) noted that one-third of the set of 22 genes induced after 2 h of phosphate starvation were *pho7*-dependent. In keeping with the greater sensitivity of RNA-seq, we detected 710 mRNAs that were upregulated at 4 h and at least one other time point (7). Thus, we were interested in applying RNA-seq to a *pho7*Δ strain to more fully delineate a “Pho7 regulon” and its impact on adaptation to phosphate starvation.

### Transcriptional profiling of *pho7Δ* cells under phosphate-replete conditions

We performed RNA-seq on poly(A)^+^ RNA isolated from WT and *pho7*Δ cells during logarithmic growth in YES medium at 30 °C. Three biological replicates were sequenced for each strain. A cut-off of ±2-fold change in normalized transcript read level in *pho7*Δ *versus* WT and a *p* value of ≤0.05 were the criteria applied to derive a list of differentially expressed genes (Table S2). We thereby identified 361 annotated protein-coding RNAs that were downregulated in phosphate-replete *pho7*Δ cells (by between 2- and 86-fold), including those of known *PHO* regulon genes *pho1*, *pho84*, and *tgp1* (each down by ∼3-fold) and *pho842* and *pho843* encoding inorganic phosphate transmembrane transporters (down by 24-fold and 2-fold, respectively). The other *pho7*Δ downregulated mRNAs (15 of which were decreased by more than 16-fold) had no obvious connections to phosphate homeostasis. mRNAs encoding several DNA-binding transcription factors were downregulated in *pho7*Δ cells: Atf31 (down 24-fold); Cuf2 (9-fold), Prz1 (7-fold), and Mbx1 (5-fold) (Fig. 2, time 0).

**Figure 2:**
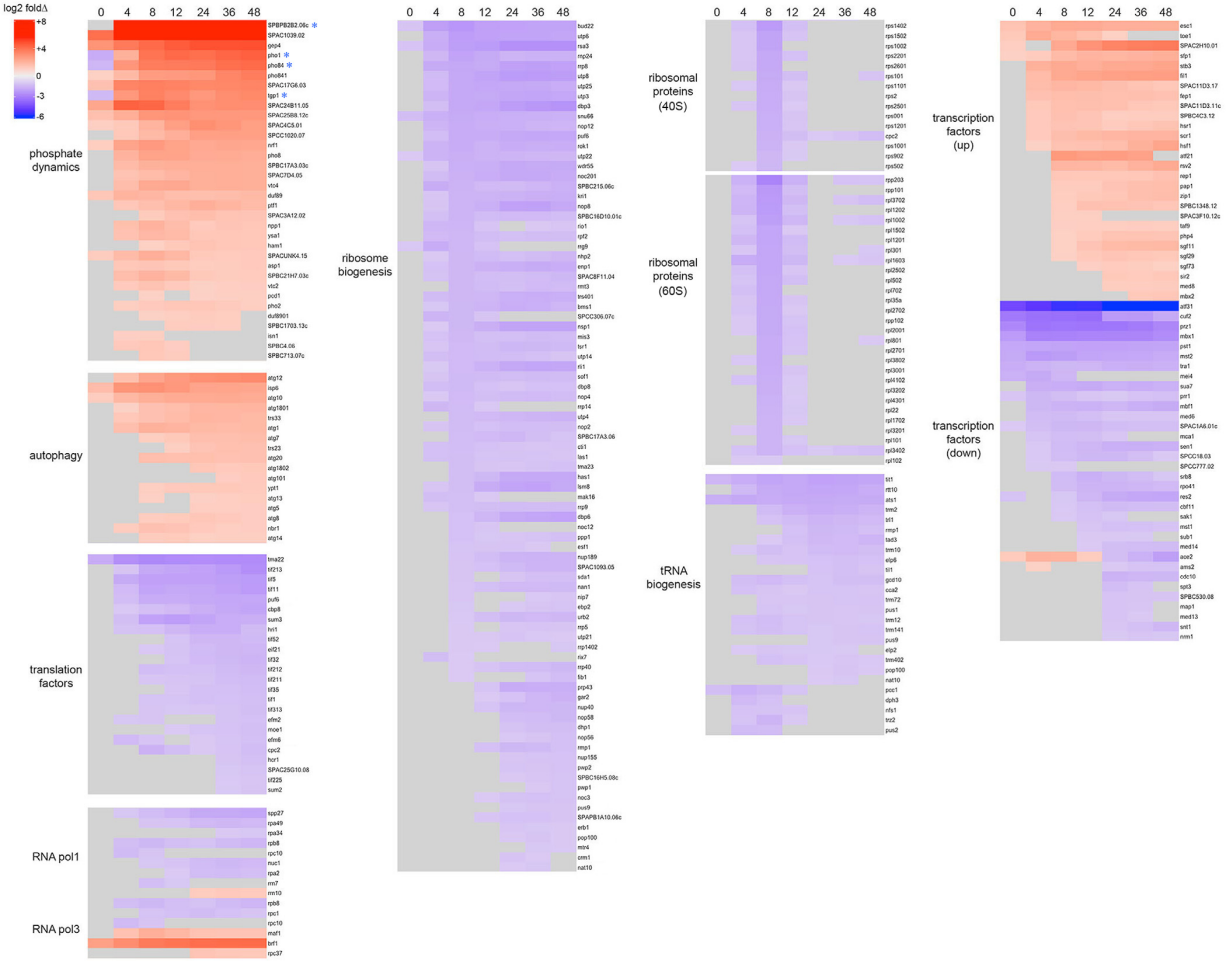
**Transcriptome changes in *pho7*Δ cells during phosphate starvation.** poly(A)^+^ RNA-seq data from *pho7*Δ cells grown in phosphate-replete conditions (0 h) or after 4, 8, 12, 24, 36, and 48 h of phosphate starvation was compared to that of WT cells grown in phosphate-replete conditions. The log2 fold changes of individual mRNAs, output in DESeq2, within the indicated functional classes of genes are colored according to the scale shown on the *top left*. *Red* signifies upregulation and *blue* signifies downregulation. *Gray shading* denotes less than a 2-fold change (and/or *p* value >0.05) in transcript level at the times specified. Each row represents a gene (specified at *right*), and each column represents the indicated sampling time (h). Pho7-dependent genes are denoted by *blue asterisks*.

We were surprised to find that 385 protein-coding RNAs were upregulated in phosphate-replete *pho7*Δ cells (by between 2- and 72-fold). Of the genes identified presently as upregulated in phosphate-replete *pho7*Δ cells by RNA-seq, only four—*SPAC1039.02* (up 17-fold), *urg2* (up 16-fold), *urg1* (up 14-fold), and *SPAC521.03* (up 8-fold)—had been flagged as upregulated in the earlier microarray analyses of phosphate-replete *pho7*Δ cells by Carter-O’Connell *et al*. (2). It is noteworthy that our RNA-seq analysis showed that these same four genes were upregulated during the shift of WT cells from YES to ePMGT+PO_4_ as follows: *SPAC1039.02* (up 8-fold), *urg2* (up 20-fold), *urg1* (up 32-fold), and *SPAC521.03* (up 4-fold). Indeed, a total of 30 of the mRNAs that were upregulated in phosphate-replete *pho7*Δ cells were also upregulated during the shift of WT cells from YES to ePMGT+PO_4_ (Table S1). This suggests that absence of Pho7 might simulate a stress-like state in cells growing in rich YES medium. This is consistent with the fact that the *pho7*Δ strain displays severe *ts* and *cs* growth defects on YES agar at 37 °C and 18 °C, respectively (4).

### *pho7*Δ cells mount a global transcriptional response to phosphate starvation

We performed RNA-seq on poly(A)^+^ RNA isolated from *pho7*Δ cells harvested 4, 8, 12, 24, 36, and 48 h after transfer from YES to ePMGT–PO_4_ medium. Three biological replicates were sequenced for each time point. A cut-off of ±2-fold change in normalized transcript read level compared to the WT time 0 control read level (*i.e.*, in YES medium prior to starvation) and a *p* value of ≤0.05 were the criteria applied to derive an initial list of differentially expressed genes as a function of starvation time. A secondary criterion was that genes be differentially expressed at two or more time points to be deemed genuinely responsive to phosphate starvation. We mined the RNA-seq data to see whether loss of Pho7 interdicted any of the adaptive and (presumably) lifespan-prolonging arms of the transcriptional reprogramming observed in starved WT cells (7). We found that *pho7*Δ cells manifested a *forme fruste* of the WT gene expression pattern (shown as a heat map in Fig. S1) in which genes involved in phosphate mobilization and autophagy were upregulated and the protein synthetic machinery was downregulated in response to phosphate starvation, albeit with fewer ribosome subunit genes affected in *pho7*Δ cells *versus* WT (heat map in Fig. 2). To summarize: (i) mRNAs encoding 34 proteins involved in phosphate dynamics were upregulated; (ii) mRNAs encoding 17 proteins driving autophagy were upregulated; (iii) mRNAs for 29 proteins of the 60S ribosome and 15 proteins of the 40S ribosome were transiently downregulated at 4 to 12 h (*versus* 129 ribosomal protein mRNAs that were downregulated in WT cells; Fig. S1); (iv) eight protein components of the Pol1 transcription machinery were downregulated; (v) 85 ribosome assembly factors were downregulated (*versus* 115 ribosome assembly factors downregulated in WT cells; Fig. S1); (vi) three constituents of the Pol3 transcription machinery were downregulated, while the mRNAs encoding Rpc37, TFIIIB subunit Brf1, and the Pol3 repressor Maf1 were upregulated; (vii) 26 tRNA biogenesis enzymes were downregulated; and (viii) 24 translation factors were downregulated (Table S3 and Fig. 2).

We showed previously that phosphate starvation of WT cells elicits endonucleolytic cleavages of 18S and 28S rRNAs to generate specific fragments that accumulated by 8 h and persisted for 48 h of starvation (7; data reprised in Fig. 3). The apparent site-specificity of the rRNA cleavages and the stability of the cleavage products suggested that the starvation-induced repression of ribosomal protein mRNAs and accompanying depletion of ribosome proteins exposes regions of the rRNAs to cellular endonucleases. The bioanalyzer profiles of the total RNA samples from three biological replicates of *pho7*Δ cells indicated that the large ribosomal RNAs underwent fragmentation during the starvation time course. In the new experiments presented in Figure 3, we tracked the fate of 18S and 28S rRNA during phosphate starvation of *pho7*Δ cells *via* Northern blotting with ^32^P-labeled oligonucleotide probes complementary to the very 5′ and 3′ ends of the mature 1842-nt 18S rRNA and 3485-nt 28S rRNA. We observed a starvation time-dependent accumulation of stable rRNA fragments cleaved at discrete internal sites at distance from the 5′ and 3′ ends corresponding to their size. The major cleavage products detected in starved *pho7*Δ cells with the 5′ probes were the same as those detected in WT cells (Fig. 3). Whereas the larger (>400 nt) rRNA fragments detected with the 3′ probes were the same as in WT cells, 3′ fragments smaller than 400 nt were less abundant in *pho7*Δ cells vis-à-vis WT (Fig. 3), likely because fewer ribosomal protein mRNAs were downregulated by phosphate starvation in *pho7*Δ cells.

**Figure 3:**
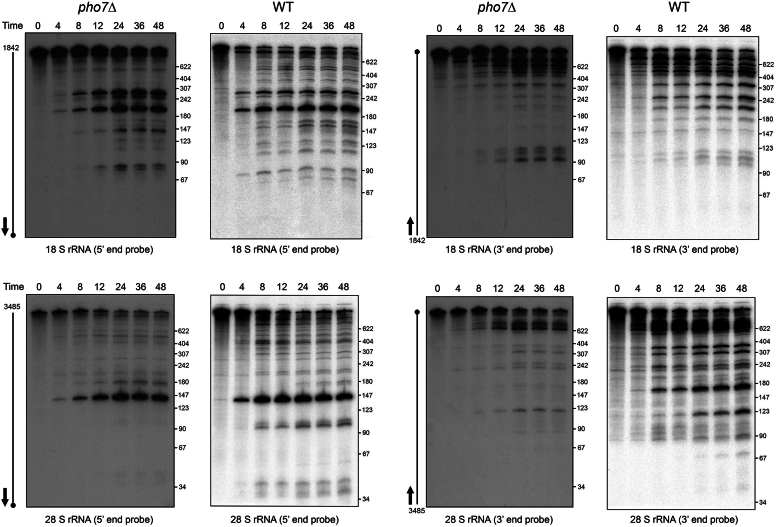
**Phosphate starvation of *pho7*Δ cells triggers endonucleolytic cleavage of 18S and 28S rRNA**. Total RNAs (5 μg) from *pho7*Δ cells harvested prior to (0 h) and 4, 8, 12, 24, 36, and 48 h after transfer to phosphate-free medium were resolved by urea-PAGE in parallel with 5′ ^32^P-labeled denatured DNA size markers (pBR322 MspI digest ladder). The gel contents were electro-transferred to a nylon membrane, which was then serially hybridized to ^32^P-labeled DNA oligonucleotide probes complementary to the 5′ and 3′ ends of 18S rRNA (*top panels*) and 28S rRNA (*bottom panels*) as described previously (7). Annealed probes were detected by autoradiography. The positions and sizes (nt) of the DNA markers are indicated on the *right*. The 18S and 28S rRNAs are depicted alongside the gels as *thin lines with dots* indicating the 5′ ends. The annealed 5′ end and 3′ end oligonucleotide probes are shown as *thick lines with arrows* indicating the 3′ end of the probe. The *pho7*Δ Northern blots are displayed adjacent to analogous Northern blots for 18S and 28S rRNAs from phosphate-starved WT cells reported previously (7).

### Pho7-dependent gene induction during long-term phosphate starvation

Focusing on the genes that were upregulated during phosphate starvation of WT cells, we set a 4-fold decrement in mRNA induction at two or more times during phosphate starvation of *pho7*Δ cells as the criterion for designating a starvation-induced gene as Pho7-dependent. The expression profiles of 19 such genes are shown in Figure 4. The dependencies on Pho7 were high for several genes involved in phosphate mobilization. To wit: (i) *SPBPB2B2.06c* encoding an extracellular 5′-nucleotidase is the most highly upregulated mRNA in phosphate-starved WT cells in terms of fold induction, by a factor of 28,500 at 12 h, but is only up by 2200-fold in *pho7*Δ cells; (ii) *pho1* mRNA increased by 315-fold at 12 h in WT cells compared with 19-fold in *pho7*Δ cells; (iii) *tgp1* mRNA was upregulated by 55-fold at 36 h in WT cells *versus* 9-fold in *pho7*Δ cells; and (iv) *pho842* expression at 12 h in WT cells was 32-fold higher than in *pho7*Δ cells. Of the three canonical *PHO* regulon genes, *pho84* (upregulated by 39-fold in WT cells) was the least dependent on Pho7 for its expression during phosphate starvation, which was reduced by only a factor of 2 in *pho7*Δ versus WT (Fig. 4).

**Figure 4:**
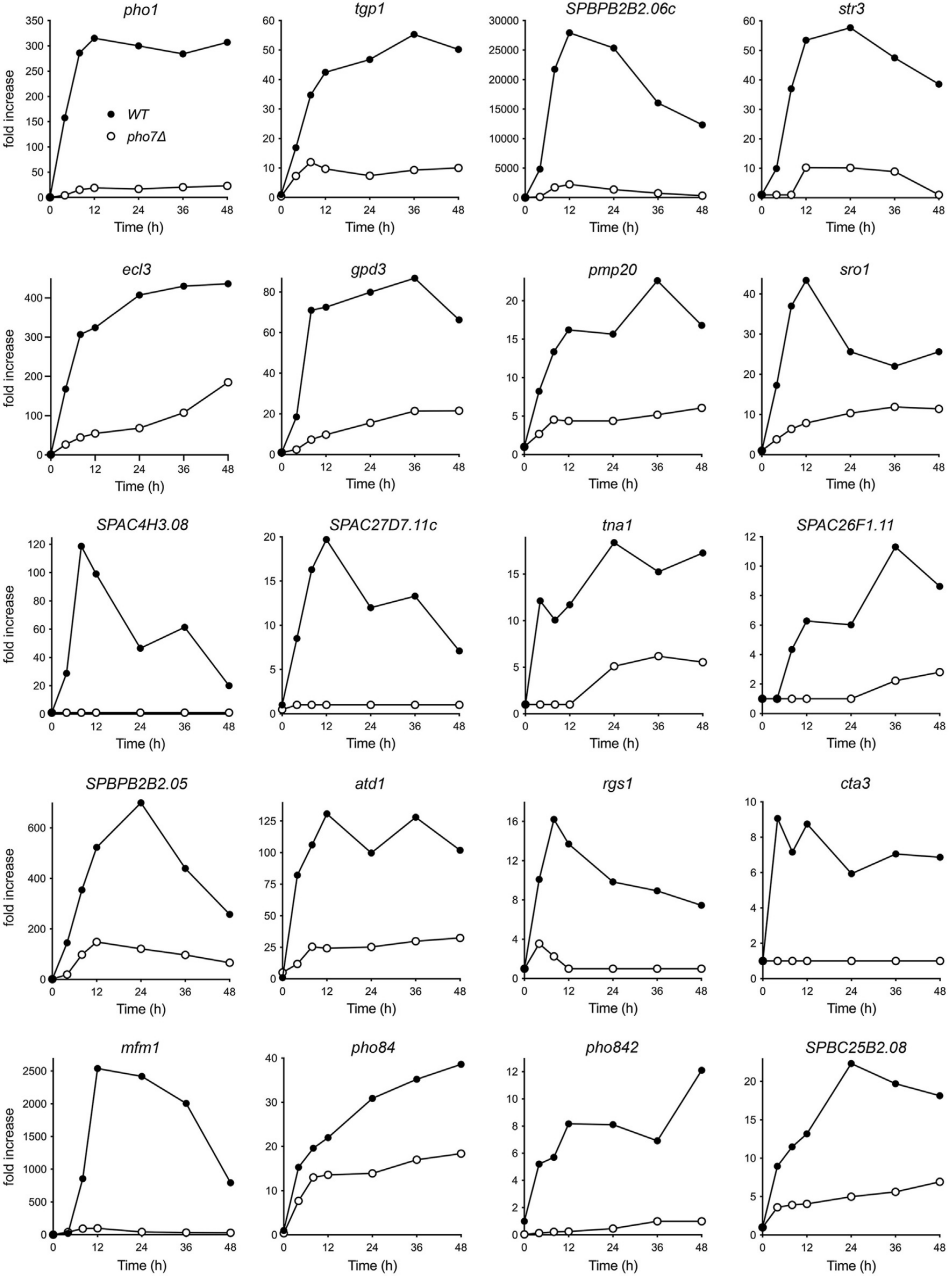
**Pho7-dependent gene induction during long-term phosphate starvation.** The fold increases in the indicated mRNA levels in phosphate-starved WT (•) *versus pho7*Δ (○) cells, normalized to the time 0 control are plotted as a function of starvation time. Fold increase is plotted on a linear scale on the *y*-axis; the values are derived from the log2 fold increases determined from RNA-seq experiments and output in DESeq2. The log2 fold change SE values ranged from 0.052 to 0.67 (corresponding to linear fold change SE values of 1–1.6) and are not visible on the graphs because they are smaller than the data symbols. SE, standard error.

Other genes, seemingly unconnected to phosphate dynamics, were also strongly induced by phosphate starvation (by 9- to 2500-fold) in a manner dependent on Pho7 (Fig. 4). These genes encode proteins with known or predicted functions as follows: *str3* (heme transporter); *ecl3* (putative extender of chronological lifespan); *gpd3* (glyceraldehyde-3-phosphate dehydrogenase); *pmp20* (thioredoxin-related chaperone); *sro1* (stress-responsive “orphan” protein); *SPAC4H3.08* (3-hydroxyacyl-CoA dehydrogenase); *SPAC27D7.11c* (cell surface protein); *tna1* (carboxylic acid transmembrane transporter); *SPBPB2B2.05* (class I glutamine amidotransferase); *atd1* (aldehyde dehydrogenase); *rgs1* (regulator of G-protein signaling); *cta3* (calcium transporting P-type ATPase); *mfm1* (M-factor mating pheromone precursor); *SPBC25B2.08* (pombe-specific protein); and *SPAC26F1.11* (unknown). Five of these genes—*str3*, *rgs1*, *mfm1*, *SPBPB2B2.05*, *SPAC27D7.11c*, and *SPAC4H3.08*—had been flagged as Pho7-dependent *via* microarray analyses of WT and *pho7*Δ cells under a variety of stress conditions (2).

### Pho7-dependent induced genes with Pho7-binding sites in their promoters comprise a Pho7 regulon

The RNA-seq data *per se* do not discriminate whether the contributions of Pho7 to the expression of specific genes are direct or indirect. Indirect effects apply if deleting *pho7* affects the transcription of genes that regulate the expression of other genes identified as Pho7-dependent, whereas direct regulation by Pho7 implies that Pho7 binds to one or more *cis*-acting DNA sequence elements in the promoter of the Pho7-dependent gene. The Pho7 DNA-binding domain (DBD) comprises the polypeptide segment from aa 279 to 368 that includes the Zn_2_Cys_6_ module. DNase footprinting and electrophoretic mobility shift assays located the Pho7 DBD recognition sites in the promoters of the *pho1* and *tgp1* genes to a 12-nt motif 5′-TCG(G/C)(A/T)xxTTxAA (4). The *pho1* promoter contains two Pho7 12-mer recognition elements (sites 1 and 2) in direct repeat orientation and separated by a 20-nt spacer. The Pho7-DBD binds independently and noncooperatively to these two sites in the *pho1* promoter. By contrast, the *tgp1* promoter contains a single Pho7 binding site. Crystal structures of Pho7 DBD in complex with its target site in the *tgp1* promoter (5′-TCGGACATTCAAAT) or site 2 in the *pho1* promoter (5′-TCGGAAATTAAAAA) highlighted two distinctive features of the Pho7 DBD: (i) it binds DNA as a monomer, unlike most other fungal zinc-cluster factors that bind as homodimers and (ii) it makes extensive interactions with its asymmetric target sequence over a 14-bp footprint that entails direct and/or water-mediated hydrogen bonding to individual nucleobases and backbone phosphates within, and remote from, the CGG triplet typically recognized by other Zn_2_Cys_6_ DBDs (5, 6). Comparison of the two Pho7 DBD–DNA structures revealed shared determinants of target site specificity as well as variations in the protein-DNA interface that accommodate different promoter DNA sequences. Nucleobase mutations in either of the *pho1* sites or in the *tgp1* site that eliminate Pho7 DBD binding *in vitro* result in loss of *pho1* or *tgp1* promoter activity *in vivo*, to the same extent as does deleting the *pho7* gene (4).

Using epitope-tagged Pho7 (Pho7-TAP), Carter O’Connell *et al*. (2) performed chromatin immunoprecipitation-seq analyses that identified 1676 peaks of Pho7 occupancy in the genome of phosphate-replete fission yeast cells. They found that the occupancy of 367 sites increased during phosphate starvation. Whereas it was not possible at the time to discern a Pho7 DNA binding motif, a revisited *in silico* analysis of the separate phosphate-starved and phosphate-replete Pho7-TAP chromatin immunoprecipitation-seq datasets identified a consensus dodecamer, 5′-TCG(G/C)AxTTTxAA, that agreed with the Pho7 DBD sites in the *pho1* and *tgp1* promoters. The prevalence of genomic Pho7 sites *in vivo*, and the suggestion that their occupancy is dynamic with phosphate status, accords with the present RNA-seq data on the number of genes for which expression is altered when Pho7 is absent.

To query which Pho7-dependent protein-coding genes shown in Figure 4, in addition to *pho1*, *tgp1*, and *pho84*, are likely to be directly regulated by Pho7, we inspected the genomic sequences upstream of the mapped transcription start sites (12) for Pho7 binding motifs containing the 5′-TCG(G/C) element or its inverse 5′-(C/G)CGA that is directly recognized by the Pho7 DBD. The transcription start sites are preceded by a TATA-box, upstream of which is at least one, and as many as five, candidate Pho7 DNA-binding sites, in either forward or inverted orientation (Fig. S2). We propose that this gene set comprises a phosphate starvation-responsive Pho7 regulon.

### Pho7 contributes to the chronological lifespan of phosphate-starved fission yeast

We maintained quiescent WT and *pho7*Δ cells at 30 °C in phosphate starvation ePMGT–PO_4_ medium and gauged their survival upon restoration of growth on phosphate-rich YES medium. *pho7*Δ cells displayed reduced viability after 4 and 7 days of starvation (22% and 14% survival, respectively) (Fig. 5). We surmise that Pho7 promotes the expression of gene(s) that extend the chronological lifespan of phosphate-starved cells.

**Figure 5:**
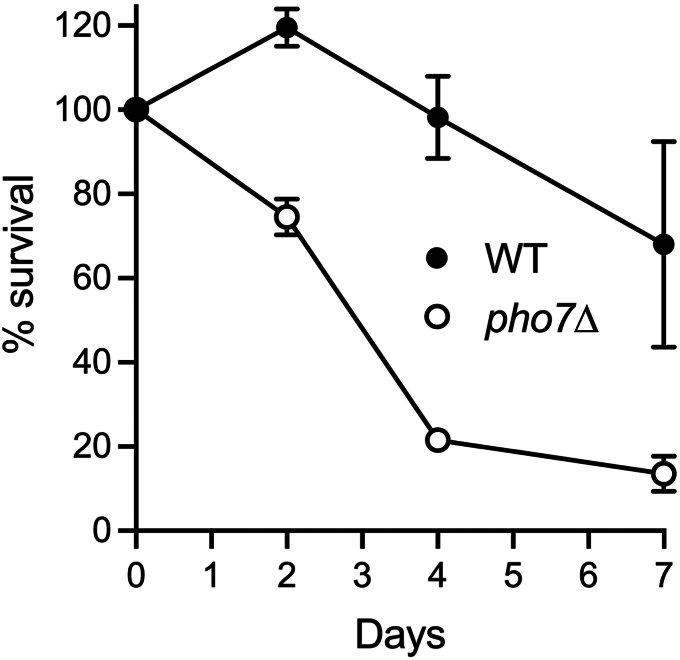
**Deletion of *pho7* shortens survival during phosphate starvation.** Viable colony counts of phosphate-starved WT and *pho7*Δ cultures were normalized to the time 0 control (100%). Percent survival is plotted as a function of starvation time. Each datum in the graph is the average of three independent experiments ± SD.

### *ecl3*, alone among the three-member *ecl* gene family, is upregulated by phosphate starvation

The fission yeast polypeptides Ecl1 (80 aa), Ecl2 (84 aa), and Ecl3 (89 aa) comprise a family of protein paralogs containing an N-terminal tetracysteine zinc-binding motif—**C**xx**C**G….LY**C**SxE**C** (13, 14) (Fig. 6*A*). The name Ecl (extender of chronological lifespan) derives from initial findings that the *ecl1*, *ecl2*, or *ecl3* genes on a high-copy plasmid extended the viability of WT cells after entry into stationary phase (13, 15). Subsequent studies by the Aiba lab showed that the expression of the three *ecl* genes is responsive to distinct signals, as follows: (i) *ecl1* mRNA increased by ∼100-fold in sulfate-starved cells in a manner that depends on transcription factor Zip1 (16); (ii) *ecl2* expression was increased only 3-fold by sulfate starvation, whereas *ecl3* expression was unchanged (16); (iii) *ecl1* mRNA increased by 100- to 200-fold upon leucine starvation or magnesium starvation of leucine-auxotrophic fission yeast in a manner that depends on transcription factor Fil1 (17, 18); (iv) *ecl2* expression was increased only 2-fold by leucine or magnesium starvation, whereas *ecl3* expression was unaffected (17, 18); (v) *ecl2* mRNA was rapidly upregulated by 4-fold during heat shock, whereas *ecl1* mRNA was unaffected and *ecl3* mRNA declined by 5-fold (19).

**Figure 6:**
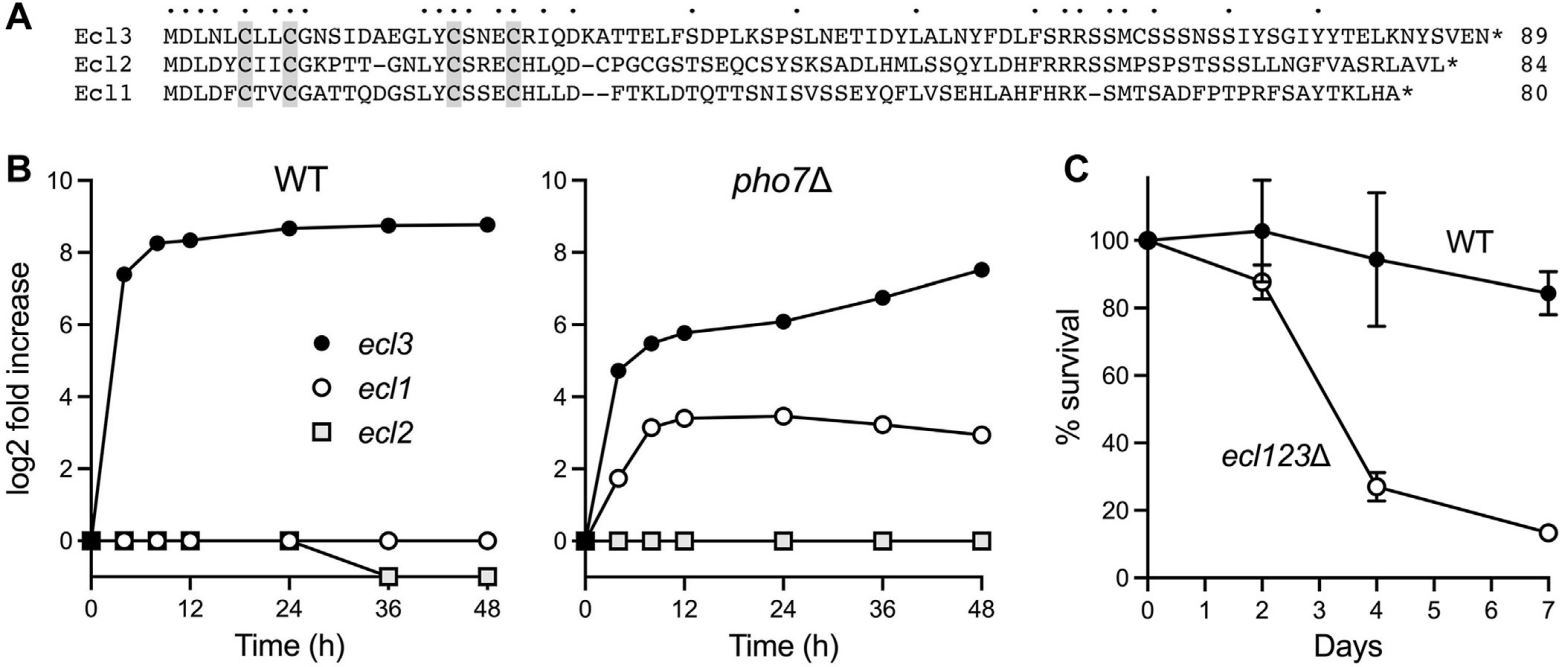
**Expression and function of the *ecl* gene family during phosphate starvation.***A*, alignment of the primary structures of the fission yeast Ecl1, Ecl2, and Ecl3 polypeptides. Positions of amino acid side chain identity/similarity are denoted by *dots* above the alignment. The putative zinc-binding cysteines are shaded in *gray*. *B*, the log2 changes in *ecl1*, *ecl2*, and *ecl3* mRNA levels in phosphate-starved WT (*left panel*) and *pho7*Δ (*right panel*) cells *versus* time 0 controls are plotted as a function of starvation time. *C*, pan-*ecl* deletion shortens survival during phosphate starvation. Viable colony counts of phosphate-starved WT and *ecl123*Δ cultures were normalized to the time 0 control (100%). Percent survival is plotted as a function of starvation time. The 2-day survival data are the average of five independent experiments ± SD. The 4-day survival data are the average of four independent experiments ± SD. The 7-day survival data are the average of three independent experiments ± SD.

*ecl3* is expressed at a low basal level during vegetative growth and little was known about physiological cues that induce its expression or the transcription factors involved. Our RNA-seq analysis of phosphate-deprived *S. pombe* (7) showed that the *ecl3* transcript was upregulated by 170-fold at 4 h, 300-fold at 8 h, and 400- to 440-fold at 24 to 48 h of phosphate starvation (Figs. 4 and 6B). *ecl1* expression was unaffected (<2-fold change) during the 48-h period of phosphate starvation, whereas *ecl2* mRNA decreased by half at 36 and 48 h (Fig. 6*B*). *ecl3* expression did not change during the switch from YES to ePMGT+PO_4_. Thus, *ecl3* transcription is specifically and selectively responsive to phosphate status and not to the several other nutrients that affect *ecl1* (*e.g.,* sulfate, leucine, magnesium). Simultaneous with our report (7), Ohtsuka *et al*. (20) also found that *ecl3*^+^ is induced by phosphate starvation.

We find here that full induction of *ecl3* during phosphate starvation relies on transcription factor Pho7, absent which *ecl3* RNA was more modestly induced and with a temporal delay (26-fold at 4 h, 45-fold at 8 h, 68-fold at 24 h, 107-fold at 36 h, and 180-fold at 48 h of phosphate starvation) (Figs. 4 and 6B) compared to WT cells. The *ecl3* gene is located on chromosome II, adjacent to and in opposite orientation to the *prt2* lncRNA gene of the *prt2*–*pho84*–*prt*–*pho1* gene cluster of the *PHO* regulon. *ecl3* RNA is coregulated with the Pho7-dependent *pho84* and *pho1* transcripts in a variety of fission yeast mutant strains under phosphate-replete growth conditions (21, 22, 23, 24, 25, 26) (Fig. S3). Whereas expression of *ecl2* remained unaffected during phosphate starvation of *pho7*Δ cells, the *ecl1* transcript was upregulated at 8 to 24 h of starvation by 8- to 11-fold (Fig. 6*B*).

### The *ecl* gene family collectively prolongs the lifespan of phosphate-starved fission yeast

The Aiba lab concluded, *via* characterization of single *ecl* deletion mutants and a triple-deletion mutant, that the three Ecl paralogs play functionally redundant roles in prolonging the chronological lifespan of cells during stationary phase, particularly in the absence of sulfate, leucine, or zinc (14, 16, 17, 27). Here, after a preliminary experiment showed that an *ecl3*Δ strain we constructed did not differ significantly from WT with respect to survival during 4 weeks of phosphate starvation, we proceeded to construct an *ecl123*Δ triple mutant. The instructive finding was that simultaneous absence of the three Ecl paralogs shortened the lifespan of phosphate-starved fission yeast, leading to reduced viability after 4 and 7 days of starvation (27% and 13% survival, respectively) (Fig. 6*C*).

### RNA-seq analysis of phosphate-replete *ecl3*Δ and *ecl123*Δ cells

A role for the Ecl family in gene expression was suggested based on a microarray analysis of logarithmically growing fission yeast cells in which the *ecl1*, *ecl2,* or *ecl3* gene was provided on a high-copy plasmid (28). Ohtsuka *et al*. (28) identified 65 coding genes that were upregulated by more than 1.7-fold when any of the three *ecl* genes was present in high copy, including the *PHO* regulon genes *pho1* (up 7- to 12-fold), *pho84* (up 3- to 4-fold), and *tgp1* (up 4-fold). The microarray study identified nine coding genes that were downregulated by more than 1.7-fold when any of the three *ecl* genes was present in high copy. Because the effects of forced overexpression do not necessarily signify a gene regulatory phenotype under physiological conditions, we undertook to gauge the impact of Ecl3 ablation, either singly or simultaneously with Ecl1 and Ecl2, on the fission yeast transcriptome. 

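The fission yeast *ecl* genes encode small proteins first described as extenders of chronological lifespan, and the reads counted at each of them were compared between the strains first. In the WT, *ecl3* (SPBC8E4.12c) was a weakly expressed gene with counts of 23, 15 and 42 in the 3 libraries. It had a count of 0 in each of the 3 *ecl3*Δ libraries, at least 27.7-fold lower with a floor of 3 counts over the group. It had counts of 0, 0 and 1 in the *ecl123*Δ libraries, a ratio to the WT of 0.0125 with a 95% exact interval of 0.000313 to 0.0717 that covers counting error only. The normalized read count of *ecl1* (SPCC70.12c) was 459 ± 59.8 (SD, n = 3) in the WT, 538 ± 80.3 in *ecl3*Δ and 3070 ± 346 in *ecl123*Δ. That of *ecl2* (SPBP35G2.16c) was 1556 ± 132, 1507 ± 353 and 2152 ± 137 in the same order. In the RefSeq annotation of ASM294v3, the mRNAs of *ecl1* and *ecl2* extend well past their ORFs at the 3′ end. The drug-resistance cassettes replaced the ORFs, so reads over a gene that mostly lies outside its ORF do not check the deletion of *ecl1* or *ecl2*.

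The 9 libraries were 3 biological replicates of each of the 3 strains, all labeled h−, that is, of the M mating type. The authors prepared strand-specific poly(A)+ libraries, mapped paired-end reads of 51 bases with HISAT2 and counted reads over annotated exons with HTSeq. The deposited counts summed to 26210046, 23254907 and 34857589 in the WT, 34871124, 27689634 and 24877150 in *ecl3*Δ, and 30639474, 24797503 and 28866437 in *ecl123*Δ. The paper gives 14.9 M to 37.7 M paired reads per replicate over all of its experiments, and the values here use the deposited counts. The counts were scaled by TMM and tested with the quasi-likelihood test of edgeR in 1 fit of all 9 libraries, over 6257 genes, 5019 of them coding. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05, a change of at least 2-fold and a mean normalized read count of at least 100 in the higher strain, limits taken from the paper's RNA-seq methods, which state them for its time courses. The replicates of every strain differed by more than the sampling noise. The mean squared difference per gene, where 1 is sampling noise alone, was 242 and 213 between *ecl123*Δ replicate 3 and replicates 1 and 2 of that strain. It was 7.63 to 85.5 for the other pairs of replicates. *ecl123*Δ replicate 3 also stood apart in having 0.0288% of its counts in snRNA and snoRNA genes, against 0.0447% to 0.0599% in the other 8 libraries.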

We performed RNA-seq on poly(A)^+^ RNA isolated from WT, *ecl3*Δ, and *ecl123*Δ cells during logarithmic growth in YES medium at 30 °C. Three biological replicates were sequenced for each strain. 

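In *ecl3*Δ cells, 0 coding and 0 noncoding genes passed the limits against the WT in the edgeR test, and DESeq2 on the same counts also called 0 coding genes. At an unadjusted p under 0.05, 30 coding genes were higher and 37 were lower. The *ecl3* gene itself was not called, since its mean normalized read count in the WT was 25.6 ± 7.70 (SD, n = 3) and its adjusted p in the edgeR test was 0.453; in the authors' deposited table its log2 fold change is -7.14 with an adjusted p of 0.00153. The phosphate acquisition genes had log2 fold changes of 0.03 for *pho1* (standard error 0.15), -0.07 for *pho84* (standard error 0.13) and -0.12 for *tgp1* (standard error 0.20), each with an adjusted p of 1.00 in the edgeR test. The count rested on 1 library. Without *ecl3*Δ replicate 2, 12 coding genes were lower and 0 higher, with log2 fold changes down to -3.06 and edgeR adjusted p values from 0.0199 to 0.0498, among them *prz1*, which encodes a calcineurin-responsive transcription factor, *cmk1*, which encodes a calmodulin-dependent protein kinase, and *ste11*.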

We found that no transcripts (other than *ecl3* itself) were dysregulated by ±2-fold in *ecl3*Δ cells. Thus, Ecl3 *per se* does not impact gene expression during growth in rich medium.

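The 3 *ecl3*Δ libraries did not lie equally close to the WT. For *ste11*, which encodes the transcription factor that turns on sexual differentiation genes, the normalized read counts were 976, 3118 and 993 in *ecl3*Δ replicates 1 to 3, against 2537, 2060 and 1894 in the WT. For *mam2*, the P-factor receptor gene, they were 245, 928 and 435, against 513, 677 and 849. The mean for *prz1* was 8200 ± 8306 (SD, n = 3) in *ecl3*Δ and 12166 ± 1478 in the WT. Of the 9 mating genes that the paper names in its account of *ecl123*Δ cells, 0 passed the adjusted p in *ecl3*Δ, over all genes or adjusted over the list alone. The median log2 fold change of these 9 genes was -0.35, and the camera test of the list gave an adjusted p of 1.07e-07 with a preset correlation and an adjusted p of 0.753 with an estimated correlation. The study chose the list against these same WT libraries, so a shift to lower values in *ecl3*Δ is not independent evidence.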

In *ecl123*Δ cells, we detected 32 coding RNAs that were upregulated by at least 2-fold of which four were increased by between 4- and 6-fold. 

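In *ecl123*Δ cells, 14 coding genes were higher than in the WT, 4 of them by at least 4-fold. The urea transporter gene SPBC23G7.13c went from a normalized read count of 31.6 ± 11.0 (SD, n = 3) to 192 ± 53.8, a log2 fold change of 2.57 (standard error 0.31, adjusted p = 0.0195 from the quasi-likelihood test of edgeR). The biotin transporter gene *vht1* (SPAC1B3.16c) went from 5979 ± 623 to 19840 ± 2265, a log2 fold change of 1.73 (standard error 0.23, adjusted p = 0.0336 in edgeR). The cysteine transporter gene SPCPB1C11.03 and the amino acid permease gene *nrg1* (SPBPB2B2.01) had log2 fold changes of 1.48 and 1.22. SPBPB2B2.05, a glutamine amidotransferase family gene, rose by 2.06 on the log2 scale, and *nce103*, annotated as a carbonic anhydrase, by 1.37. The fourteenth gene was *ecl1*, whose log2 fold change was 2.74 (standard error 0.14, adjusted p = 3.57e-05 in edgeR).

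The list for nitrogen and amino acid uptake was not limited to transporter genes, and *aca1* is not taken here as one. Of its 17 measured genes, *aca1* was higher and 0 were lower, and 6 were higher and 2 lower when adjusted over the list alone. The camera test gave an adjusted p of 0.00180 with a preset correlation and an adjusted p of 0.356 with an estimated correlation. Of 30 stress response genes, 0 were higher and *obr1*, a quinone oxidoreductase gene, was lower, and 11 were higher and 1 lower over the list alone, with camera adjusted p values of 9.02e-06 and, with an estimated correlation, 0.380. Of 14 iron homeostasis genes, 0 were higher or lower, and 2 were higher over the list alone, with camera adjusted p values of 0.0142 and, with an estimated correlation, 0.474. In the *ecl3*Δ libraries, the 13 higher genes other than *ecl1* had moved a median of 0.48, -0.05 and 0.37 of the way from the WT to *ecl123*Δ on the log2 scale in replicates 1 to 3. Leaving out any 1 of the WT libraries, *ecl3*Δ replicate 3 or *ecl123*Δ replicate 1 left 1 higher coding gene, *ecl1*, whose ORF is replaced in this strain. By contrast, 23 were higher without *ecl3*Δ replicate 2 and 39 without *ecl123*Δ replicate 2. DESeq2 on the same 9 libraries called 33.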

A set of 56 mRNAs was downregulated by at least 2-fold in *ecl123*Δ cells of which 11 were reduced by between 4- and 49-fold (Table S4). 

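Lower in *ecl123*Δ cells were 23 coding genes, 5 of them by at least 4-fold, and they included mating and pheromone signaling genes. The nitric oxide dioxygenase gene *yhb1* (SPAC869.02c) went from a normalized read count of 28819 ± 3254 (SD, n = 3) to 5407 ± 1383, a log2 fold change of -2.41 (standard error 0.44, adjusted p = 0.0423 from the quasi-likelihood test of edgeR). The calcium-binding protein gene *ncs1* (SPAC18B11.04) went from 7683 ± 555 to 2504 ± 506, a log2 fold change of -1.62 (standard error 0.29, adjusted p = 0.0423 in edgeR). The zinc transporter gene *zrt1* (SPBC16D10.06) went from 8590 ± 810 to 2993 ± 672, a log2 fold change of -1.52 (standard error 0.29, adjusted p = 0.0465 in edgeR). The inositol transporter gene *itr2*, the sulfate transporter gene *sul2* and the centromere protein gene *cnp3* had log2 fold changes of -1.10, -1.07 and -1.26. The largest change was at *ftm2* (SPAC977.02), with a log2 fold change of -4.65 (standard error 0.86, adjusted p = 0.0357 in edgeR), but 75.03% of its 51-base windows occur more than once in ASM294v3, so its reads may be shared with near-identical genes.

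Of 15 calcium and calcineurin genes, *ncs1* was lower, and 4 were lower when adjusted over the list alone; the camera test gave an adjusted p of 0.0398 with a preset correlation and an adjusted p of 0.474 with an estimated correlation, and the list's median was 0.00 although its mean was -0.43. The transcription factor gene *prz1* of this list had a log2 fold change of -2.48 (standard error 0.56, adjusted p = 0.0739 in edgeR). In the authors' deposited DESeq2 table it is -2.47 with an adjusted p of 0.0113. Of 7 zinc homeostasis genes *zrt1* was lower, and over the list alone 1 was higher and 1 lower, with a median of 0.15, a mean of -0.02, a camera test in the higher direction and a camera adjusted p of 0.771. Of 14 sterol synthesis genes 0 were lower, and 1 was lower over the list alone, with a camera adjusted p of 0.117. Of 29 autophagy genes 0 were lower in either count, with camera adjusted p values of 0.00183 and, with an estimated correlation, 0.356. The autophagy list was also shifted lower in *ecl3*Δ against WT, with camera adjusted p values of 0.00176 and, with an estimated correlation, 0.753. In the *ecl3*Δ libraries, the 23 lower genes had moved a median of 0.65, -0.05 and 0.32 of the way from the WT to *ecl123*Δ on the log2 scale in replicates 1 to 3. Leaving out any 1 of the WT libraries, *ecl3*Δ replicate 3 or *ecl123*Δ replicate 1 left 0 or 1 lower coding genes and 0 lower by at least 4-fold, and leaving out *ecl123*Δ replicate 3 left 15 and 2, whereas 48 and 10 were lower without *ecl3*Δ replicate 1 and 65 and 14 without *ecl3*Δ replicate 2. DESeq2 on the same 9 libraries called 56, and edgeR with the *ecl3*Δ libraries left out of the fit called 62.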

None of the *PHO* mRNAs were downregulated in *ecl123*Δ cells. 

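None of the 3 *PHO* regulon genes was lower by 2-fold in *ecl123*Δ cells, although *pho84* was lower by a smaller factor. The normalized read count of *pho84* (SPBC8E4.01c), which encodes a phosphate transporter, was 32064 ± 2062 (SD, n = 3) in the WT and 17593 ± 3003 in *ecl123*Δ, a log2 fold change of -0.87 (standard error 0.13, adjusted p = 0.0336 from the quasi-likelihood test of edgeR), and the 3 *ecl123*Δ libraries lay below the 3 WT libraries. For the acid phosphatase gene *pho1* (SPBP4G3.02) the counts were 29907 ± 2198 and 20904 ± 4323, a log2 fold change of -0.52 (standard error 0.15, adjusted p = 0.103 in edgeR). For *tgp1* (SPBC1271.09), which encodes a glycerophosphodiester transporter, they were 402 ± 58.3 and 385 ± 77.5, a log2 fold change of -0.06 (standard error 0.20, adjusted p = 0.906 in edgeR). In the authors' deposited DESeq2 table the adjusted p is 0.0174 for *pho1*, at a log2 fold change of -0.51, and 0.941 for *tgp1*. At an unadjusted p under 0.05 in edgeR, and over the list alone, 2 of the 3 genes were lower. The camera test gave an adjusted p of 0.00239 with a preset correlation and an adjusted p of 0.155 with an estimated correlation. Of the 34 phosphate dynamics genes of Table S3, *pho84* was lower and SPAC1039.02 and *pho841*, a paralog of *pho84*, were higher, with log2 fold changes of 1.67 and 0.66 for the latter pair; over the list alone 4 were higher and 2 lower, and the camera adjusted p was 0.599. DESeq2 also called 0 *PHO* genes lower, and 1, *pho84*, was lower at a limit of 1.5-fold. The adjusted p of *pho84* ranged from 6.14e-07 to 0.592 over 16 alternatives, of which 10 were past 0.05.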

We reasoned that if a gene is truly subject to regulation by the Ecl proteins, we would expect the gene to be downregulated by pan-Ecl deletion and upregulated by Ecl overexpression. By comparing our RNA-seq data for *ecl123*Δ cells with the earlier microarray study of Ecl plasmid–bearing cells (28), we highlighted 9 genes that meet this criterion—*mfm1*, *mam2*, *ste11*, *spk1*, *map1*, *mfm2*, *ste4*, *rgs1*, and *mam1*—each of which is involved in mating and pheromone signal transduction. By contrast, there was no overlap between the genes identified by RNA-seq as upregulated in *ecl123*Δ cells and those identified by microarray as downregulated in Ecl plasmid–bearing cells. These results implicate Ecl proteins as a positive influence on the expression of mating-related genes; whether this reflects a direct effect of Ecl proteins on transcription is not clear.

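Each of these 9 genes was lower in *ecl123*Δ cells than in the WT and passed the limits, with every *ecl123*Δ library below every WT library; 3 libraries against 3 lie apart by chance, in either direction, for 10% of genes. The M-factor precursor gene *mfm1* (SPAPB8E5.05) went from a normalized read count of 107 ± 22.4 (SD, n = 3) to 14.3 ± 5.36, a log2 fold change of -2.90 (standard error 0.47, adjusted p = 0.0340 from the quasi-likelihood test of edgeR), and the P-factor receptor gene *mam2* (SPAC11H11.04) went from 680 ± 168 to 125 ± 11.7, a log2 fold change of -2.44. The transcription factor gene *ste11* (SPBC32C12.02) went from 2164 ± 333 to 517 ± 18.7, a log2 fold change of -2.06 (standard error 0.39, adjusted p = 0.0455 in edgeR), and *spk1*, the MAP kinase gene of the pheromone pathway, had a log2 fold change of -1.90. The regulator of G protein signaling gene *rgs1* (SPAC22F3.12c) went from 1637 ± 131 to 722 ± 8.39, a log2 fold change of -1.18 (standard error 0.12, adjusted p = 0.00695 in edgeR). The log2 fold changes of *map1*, *mfm2*, *ste4* and *mam1* were -1.45, -1.45, -1.28 and -1.11. The study chose the list on these samples, so the count of 9, which is also 9 over the list alone, is not independent evidence of its direction. The camera test gave an adjusted p of 7.04e-27 with a preset correlation and an adjusted p of 0.105 with an estimated correlation. In the *ecl3*Δ libraries the 9 genes had moved a median of 0.58, -0.06 and 0.32 of the way from the WT to *ecl123*Δ on the log2 scale in replicates 1 to 3. Leaving out any 1 of the WT libraries, *ecl3*Δ replicate 3 or *ecl123*Δ replicate 1 left 0 or 1 of the 9 past the limits, and leaving out *ecl123*Δ replicate 2 left 6; DESeq2 called all 9.

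**Figure D1:**
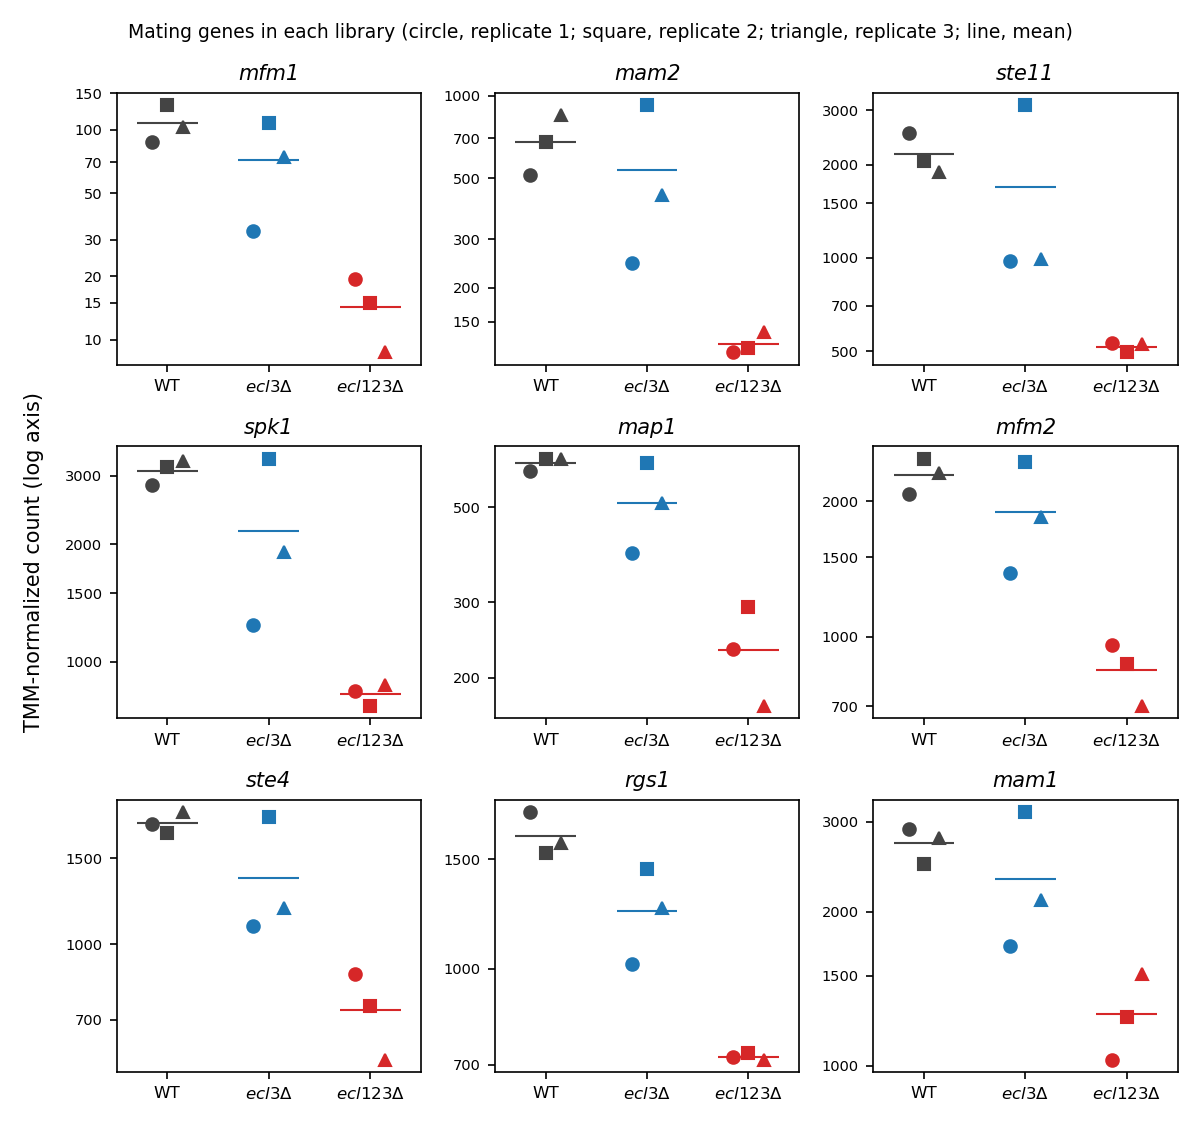
TMM-normalized read counts of the 9 mating genes in each library, on a log axis, by strain; each point is 1 library (circle, square and triangle for replicates 1, 2 and 3) and each line the mean of 3. The *ecl123*Δ points lie below the WT points for all 9 genes, as for *ste11* with means of 2164 and 517.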

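Among 16 measured mating and pheromone signaling genes other than the 9 named by the paper, 2 were lower and 0 higher in *ecl123*Δ cells, and 5 were lower when adjusted over the list alone. The lower genes were *gpa1* (SPBC24C6.06), the gene of the G protein alpha subunit of the pheromone receptor pathway, with a log2 fold change of -1.09 (standard error 0.21, adjusted p = 0.0424 from the quasi-likelihood test of edgeR), and *byr1* (SPAC1D4.13), a MAP kinase kinase gene, with a log2 fold change of -0.49 (standard error 0.10, adjusted p = 0.0464 in edgeR). The camera test of this list gave an adjusted p of 0.00180 with a preset correlation and an adjusted p of 0.356 with an estimated correlation. Of 7 measured M-cell-specific genes, 4 were lower and 0 higher, all of them among the 9 named by the paper, and 5 were lower over the list alone, with camera adjusted p values of 3.68e-09 and, with an estimated correlation, 0.144. Of 4 measured P-cell-specific genes, 0 passed the adjusted p, and 1 was lower over the list alone. That gene was *sxa1*, with a mean normalized read count of 20793 in the WT. All libraries were of M cells, so this list cannot show how P-cell-specific genes respond in P cells, and no contrast with the M-cell-specific genes is drawn. The median of this list was 0.08, and its camera test pointed in the lower direction with an adjusted p of 0.837. Of 19 measured meiosis and sporulation genes, 0 were lower in either count, with camera adjusted p values of 0.00792 and, with an estimated correlation, 0.356. Between the mutants, 0 of the 9 genes named by the paper passed the adjusted p in edgeR over all genes, with an adjusted p of 0.157 for *ste11* and of 0.0682 for *rgs1*. At an unadjusted p under 0.05 in edgeR, and when adjusted over the list alone, 9 were lower. The camera adjusted p values were 2.54e-24 and, with an estimated correlation, 0.101. The study chose the list on these *ecl123*Δ libraries, so this comparison is not independent evidence of its direction either. From the genes that were lower in *ecl123*Δ cells and higher on Ecl overexpression in the earlier microarray study, which was not used here, the paper proposes a positive influence of Ecl proteins on mating genes and leaves open whether they act on transcription directly.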

### RNA-seq analysis of phosphate-starved *ecl123*Δ cells

To gauge whether the Ecl family is involved in expression of the *PHO* regulon during phosphate starvation, we first assayed cell surface-associated Pho1 acid phosphatase activity of WT and *ecl123*Δ cells as a function of time after transfer from YES to ePMGT(–PO_4_) medium. Pho1 activity, normalized to cell density, increased linearly during the first 12 h of phosphate starvation and continued to rise between 12 and 48 h, albeit with a shallower slope. The induction profiles were virtually identical in WT and *ecl123*Δ cells (Fig. S4).

To probe how loss of Ecl proteins affects the global transcriptional responses to chronic phosphate starvation, we performed RNA-seq on poly(A)^+^ RNA from *ecl123*Δ cells harvested prior to (time 0) and 4, 8, 12, 24, 36, and 48 h after transfer from YES to ePMGT–PO_4_. (The Bioanalyzer profiles of the total RNA samples from *ecl123*Δ cells indicated that the large rRNAs underwent fragmentation during the starvation time course akin to that observed for WT and *pho7*Δ cells [not shown]) Three biological replicates were sequenced for each time point. Here again, a cut-off of ±2-fold change in normalized transcript read level compared to the time 0 control read level and a *p* value of ≤0.05 were the criteria applied to derive an initial list of differentially expressed genes as a function of starvation time. Genes differentially expressed at two or more time points were deemed responsive to phosphate starvation. The findings are summarized as follows. mRNAs encoding 22 proteins driving autophagy were upregulated during phosphate starvation of *ecl123*Δ cells (Table S5). mRNAs encoding 22 enzymes/proteins involved in phosphate dynamics were upregulated (Table S5). mRNAs for 21 Pol2 transcription factors were upregulated (Table S5) *versus* 26 in WT cells (7) (overlap = 13). By contrast, mRNAs for 47 proteins of the 60S ribosome, 35 proteins of the 40S ribosome, 116 ribosome assembly factors, eight subunits of the Pol1 transcription machinery, 29 tRNA biogenesis factors, and 45 translation factors were downregulated (Table S5). mRNAs for ten constituents of the Pol3 transcription machinery were downregulated, while the mRNAs encoding TFIIIB subunits Brf1 and Bdp1, and the Pol3 repressor Maf1 were upregulated (Table S5). Thus, the major transcriptome changes in phosphate-starved *ecl123*Δ cells were similar to those seen previously in WT cells (7).

A noteworthy finding, not commented on previously (7), was that mRNAs encoding 11 aminoacyl tRNA synthetase (aaRS) enzymes were downregulated during phosphate starvation of WT cells; proteomics analysis affirmed that the levels of 11 aaRS proteins were reduced by 2- to 3-fold after 24 h of phosphate starvation (7). Whereas we found here that ten aaRS mRNAs were downregulated in *pho7*Δ cells, phosphate starvation elicited a greater effect on aaRS gene expression in *ecl123*Δ cells, whereby 25 aaRS mRNAs were downregulated by 2- to 8-fold (Table S5). Dampening tRNA charging is of a piece with the general trend toward attenuation/alteration of protein synthesis as a key component of fission yeast adaptation to sustained phosphate starvation.

## Discussion

We reported previously that chronic phosphate starvation of fission yeast elicits G0 quiescence associated with coherent changes in the transcriptome and proteome (7) that we presume are adaptive for survival. Activation of the autophagy pathway is typical of the response to nutritional stress that allows for recycling of macromolecular components. Beyond activating the autophagy pathway (29), phosphate starvation of fission yeast triggers increased expression of a large ensemble of autophagy genes (7). The factors governing transcription of the autophagy genes during phosphate starvation have not been defined, but there are preliminary indications that at least two separate regulatory schemes apply, based on the effects of inhibiting new protein synthesis during the shift to phosphate-free medium. To wit: (i) the starvation-induced increase in mRNAs encoding 11 autophagy factors (*fun14*, *atg43*, *atg1802*, *atg8*, *atg7*, *atg10*, *atg15*, *aut12*, *nbr1*, *nrf1*, and *scs22*) was abolished in the presence of cycloheximide, whereas (ii) the induction of mRNAs encoding nine other autophagy factors (*atg1*, *atg4*, *atg1801*, *atg20*, *atg2402*, *atg101*, *atg13*, *atg6*, and *isp6*) was not affected by cycloheximide (7). Here, we found that genetic ablation of key autophagy factor Atg1 (a serine/threonine protein kinase) results in early demise of phosphate-starved fission yeast. Though not surprising, this observation is in keeping with the idea that autophagy-driven catabolism dampens metabolic demand and provides life-sustaining metabolites.

Fission yeast respond to acute phosphate starvation by alleviating the lncRNA-mediated repression of a three-gene *PHO* regulon that encodes a cell surface acid phosphatase (Pho1) and transmembrane transporters of inorganic phosphate (Pho84) and glycerophosphocholine (Tgp1) (1). Synthesis of the three *PHO* mRNAs is driven by the Zn_2_-Cys_6_ family transcription activator Pho7 (2, 3, 4, 5, 6). The present transcriptomic analysis of phosphate-replete and phosphate-starved *pho7*Δ cells affirms and extends earlier microarray studies conducted by Wykoff and colleagues (2). We see that Pho7 contributes in several ways to the phosphate starvation response: (i) as a transcriptional activator of genes involved in phosphate acquisition and phosphate mobilization, not limited to the original three-gene *PHO* regulon and (ii) as an activator of additional starvation-induced genes with no clear connection to phosphate dynamics. We draw a connection between Pho7-dependence of gene induction during phosphate starvation and the presence of candidate Pho7 DNA-binding sites (4, 5, 6) in the promoter regions of the Pho7-dependent genes, the implication being that Pho7 is directly driving their transcription. Pho7 is distinguished from most other fungal Zn_2_-Cys_6_ transcription factors in that it binds to an asymmetric DNA target site and does so as a monomer (4, 5, 6). The 738-aa Pho7 protein is predicted to be almost entirely disordered, except for its DBD (aa 279–339). Outstanding issues regarding Pho7 function include: (i) how the protein segments flanking the DBD direct the Pol2 transcription machinery to Pho7-responsive genes; (ii) whether distinct disordered regions within Pho7 specialize in regulating specific subsets of responsive genes; and (iii) whether Pho7 collaborates with one or more other DNA-binding transcription factors (*e.g., via* heterodimerization) to activate its target genes.

The RNA-seq results also implicate Pho7 as a subtle contributor to the global downregulation of the protein synthesis machinery during chronic phosphate starvation. mRNAs for 44 ribosomal proteins and 85 ribosome assembly factors were downregulated during phosphate starvation of *pho7*Δ cells, which represents an attenuated response compared to the 129 ribosomal protein mRNAs and 115 ribosome assembly factor mRNAs that were downregulated in WT cells (7). Depletion of ribosomal protein mRNAs during phosphate starvation of *pho7*Δ cells correlated with the stable fragmentation of 18S and 28S rRNAs, as noted previously for starved WT cells (7).

We found that the absence of Pho7 resulted in shortened cellular survival during phosphate starvation. Although the magnitude of the *pho7*Δ effect on lifespan was similar to that of *atg1*Δ, we suspect that *pho7*Δ is not acting *via* defective autophagy, insofar as the autophagy genes are induced in phosphate-starved *pho7*Δ cells. It is conceivable that dampening of the ribosomal protein and ribosome assembly factor changes in *pho7*Δ cells might account for the effect on survival. Interrogating the functional consequences of ribosomal protein depletion and rRNA incision (*e.g., via* analysis of the abundance and compositions of polysomes and free ribosomes in phosphate-starved cells) will be essential to understanding the nexus between protein synthesis and chronological lifespan.

The *ecl3* gene, which is strongly induced during phosphate starvation (7), is located adjacent to and in opposite orientation to the *prt2* lncRNA gene of the *prt2*–*pho84*–*prt*–*pho1* gene cluster of the *PHO* regulon. The annotated *ecl3* mRNA transcription start site is 715 nt upstream of the *prt2* lncRNA transcription start site. We consistently noted in prior studies (21, 22, 23, 24) that *ecl3* RNA was coregulated with the *pho84* and *pho1* transcripts in a variety of fission yeast mutant strain backgrounds that either derepressed or hyperrepressed the *PHO* genes under phosphate-replete growth conditions (Fig. S3). Here, we find *via* RNA-seq that *ecl3* induction during phosphate starvation was squelched in *pho7*Δ cells. Similar findings were reported recently by Ohtsuka *et al*. (20), who measured *ecl3* mRNA by RT-qPCR during a 6-h interval of phosphate starvation of WT and *pho7*Δ cells. The *PHO* genes are turned on during phosphate starvation when synthesis of the upstream interfering lncRNAs is shut off (7), thereby allowing access of Pho7 to the *PHO* mRNA promoters. The *pho84* promoter resides within the *prt2* gene, which includes at least four Pho7 DNA-binding sites, as gauged by EMSA assays with overlapping genomic DNA fragments spanning 1100-bp upstream of the *pho84* transcription start site (30). One of the high-affinity Pho7 binding sites was mapped *via* DNase foot printing to a 12-mer sequence (^-977^TCGGTCTTTGAA^-988^) that adheres to the consensus Pho7 recognition element (4, 30). A parsimonious model is that shut-off of the *prt2* lncRNA promoter allows access of Pho7 to one or more of its binding sites in the *prt2* DNA and that this binding then activates the *ecl3* mRNA promoter. We reported that the upregulation of *pho84*, *pho1*, and *tgp1* during acute phosphate starvation was quashed by cycloheximide treatment, owing to a failure to shut off the production of the upstream interfering lncRNAs (7). Though not explicitly mentioned previously, it is noteworthy in the present context that induction of the *ecl3* transcript during acute phosphate starvation was also interdicted by cycloheximide (7), consistent with a scenario in which *prt2* lncRNA synthesis interferes with expression of both *pho84* and *ecl3*.

Our characterization of an *ecl3*Δ mutant reveals that Ecl3 *per se* plays no apparent role in fission yeast gene expression and has no impact on cell survival during phosphate starvation. Aiba and colleagues have implicated the Ecl1, Ecl2, and Ecl3 paralogs collectively in cell survival during various nutritional stresses *via* short lifespan phenotypes associated with an *ecl123*Δ triple deletion. Here, we present evidence that pan-*ecl* deletion curtails lifespan during chronic phosphate starvation. Transcriptome profiling of phosphate-starved *ecl123*Δ cells uncovered no obvious “smoking gun” to account for their accelerated demise. Rather, the gene expression changes elicited by phosphate starvation of *ecl123*Δ cells were much the same as those observed for WT cells. In particular, we see that phosphate-starved *ecl123*Δ cells mount an induction of autophagy genes *à la* WT cells. This observation contrasts with the effects of pan-*ecl* deletion on the fission yeast response to sulfate starvation, whereby the 3- to 4-fold sulfate starvation-induced increase in mRNAs encoding autophagy proteins Atg1, Atg3, Atg4, Atg8, Atg13, and Atg20 was effaced or attenuated in an *ecl123*Δ strain background (31). A potentially interesting difference was that phosphate-starved *ecl123*Δ cells experienced a more widespread downregulation of mRNAs encoding aminoacyl tRNA synthetases vis-à-vis WT or *pho7*Δ cells. How this phenotype might connect to the Ecl proteins is unclear.

## Experimental procedures

### Growth media

The recipe for 1 L of ePMGT medium contains the following ingredients: potassium hydrogen phthalate (3 g); anhydrous sodium phosphate dibasic (1.66 g); anhydrous sodium phosphate monobasic (0.46 g); glucose (20 g); adenine (0.25 g); uracil (0.25 g); glutamic acid (3.75 g); histidine (0.25 g); lysine (0.25 g); leucine (0.25 g); thiamine (5 mg); 1000× vitamins (1 ml); 10,000× minerals (0.1 ml); 50× salts (20 ml); and amino acid mix (2.7 g). The components of the vitamin, mineral, and salt stocks are as defined previously (7). The amino acid mix is composed of alanine (2.8 g), arginine (1.3 g), asparagine (0.5 g), aspartic acid (2.65 g), cysteine (0.10 g), glutamine (0.1 g), glutamic acid (4.70 g), glycine (1.50 g), histidine (0.65 g), isoleucine (1.5 g), leucine (2.0 g), lysine (2.3 g), methionine (0.4 g), phenylalanine (1.3 g), proline (1 g), serine (0.8 g), threonine (0.8 g), tryptophan (0.25 g), tyrosine (0.60 g), and valine (1.75 g). The pH is adjusted to 5.6 as needed by addition of NaOH. Sodium phosphate salts are omitted from ePMGT(–PO_4_).

### Phosphate starvation

Fission yeast strains were grown at 30 °C in YES medium to *A*_600_ of 0.5 to 0.8. The cells were harvested by centrifugation, washed with ePMGT medium without phosphate, and resuspended at *A*_600_ of ∼0.3 in ePMGT(–PO_4_). The phosphate-free cultures were incubated at 30 °C and diluted with ePMGT(–PO_4_) to not exceed *A*_600_ of 0.8. At the times specified: (i) a volume of culture containing 10 *A*_600_ units of cells was rapidly cooled by introducing it into ice and cells were harvested by centrifugation at 4 ^º^C. The cells were transferred to 1.5-ml screw-cap tubes and then frozen on dry ice for subsequent RNA analyses.

### RNA-seq analysis

Total RNA was extracted *via* the hot phenol method from 10 *A*_600_ units of *pho7*Δ cells or *ecl123*Δ cells harvested prior to (time 0) and at 4, 8, 12, 24, 36, and 48 h after transfer to ePMGT(–PO_4_) medium or from WT cells harvested prior to (time 0) and at 2, 4, and 8 h after transfer to ePMGT(+PO_4_), or from *ecl3Δ* cells that were grown in liquid YES medium at 30 °C. The integrity and quantity of total RNA were gauged with an Agilent Technologies 2100 Bioanalyzer and TapeStation. The Illumina TruSeq stranded mRNA sample preparation kit was used to purify poly(A)^+^ RNA from 500 ng of total RNA and to carry out the subsequent steps of poly(A)^+^ RNA fragmentation, strand-specific complementary DNA synthesis, indexing, and amplification. Indexed libraries were normalized and pooled for paired-end sequencing performed by using an Illumina NovaSeq 6000 system. FASTQ files bearing paired-end reads of length 51 bases (total paired reads of 14.9 million to 37.7 million per biological replicate) were mapped to the *S. pombe* genome using HISAT2-2.1.0 with default parameters (32). Mapped reads comprised 89% to 99% of the total reads per replicate. The resulting SAM files were converted to BAM files using Samtools (33). Count files for individual replicates were generated with HTSeq-0.10.0 (34) using exon annotations from Pombase (GFF annotations, genome-version ASM294v2; source “ensembl”). Reads per kilobase per million mapped reads analysis and pairwise correlations (Pearson coefficients of 0.963–0.989) were performed as described previously (35). Differential gene expression and fold change analysis was performed in DESeq2 (36). Cut-off for further evaluation was set for genes that were up or down by ≥2-fold at two or more starvation time points compared to the WT time 0 control, with a *p* value (Benjamini–Hochberg adjusted) of ≤0.05. Genes were further filtered on the following criteria: (i) ≥2-fold up and the average normalized read count at a given time point was ≥100 and (ii) ≥2-fold down and the average normalized read count for WT time 0 was ≥100. This served to cull poly(A)^+^ transcripts that were present at very low levels in all samples. After deriving a list of differentially expressed genes for each time point, all genes that did not have a 2-fold change in expression at two consecutive time points were culled.

### *S. pombe atg1*Δ strain

Genomic DNA segments (619-nt upstream of the *atg1* translation start codon and 618-nt downstream of the stop codon, respectively) were PCR-amplified and cloned upstream and downstream of the *hygMX* antibiotic resistance cassette in a bacterial plasmid. The linear *atg1*Δ*::hygMX* gene disruption cassette was excised from the plasmid and transfected into diploid *S. pombe* cells. Hygromycin-resistant transformants were selected and analyzed by Southern blotting to confirm correct integration at the *atg1* locus. Confirmed heterozygous diploids were sporulated and hygromycin-resistant *atg1*Δ haploid progeny were selected.

### *S. pombe ecl*Δ strains

PCR amplification and standard cloning methods were used to construct plasmids in which an antibiotic resistance cassette is flanked by 532- to 610-bp DNA segments corresponding to genomic sequences upstream and downstream of the *ecl1*, *ecl2*, and *ecl3* ORFs. The resulting *ecl1Δ::hygMX*, *ecl2Δ::natMX* and *ecl3Δ::kanMX* disruption cassettes were excised from the plasmids and transfected into diploid *S. pombe* cells. Transformants resistant to hygromycin, nourseothricin, and G418 were selected and analyzed by Southern blotting to confirm correct integration at one of the *ecl* loci. Antibiotic-resistant *ecl1Δ*, *ecl2Δ*, and *ecl3Δ* haploids were isolated after sporulation of the heterozygous diploids. Serial pairwise matings of the *ecl*Δ strains and random spore analysis with selection for two or three drug-resistance makers inserted in lieu of the *ecl* ORFs yielded an *ecl123*Δ triple-deletion haploid strain. Strain genotypes are shown in Table S6.

## Data availability

The RNA-seq data in this publication have been deposited in NCBI's Gene Expression Omnibus and are accessible through Gene Expression Omnibus Series accession numbers GSE247799, GSE247802, GSE247922, and GSE247924.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Factors governing the transcriptome changes and chronological lifespan of fission yeast during phosphate starvation
**Source:** J Biol Chem. 2024 Feb 2;300(3):105718. doi: 10.1016/j.jbc.2024.105718
**Supplement:** Supporting Information

Supporting Information

Factors governing the transcriptome changes and chronological lifespan of fission yeast during phosphate starvation

Angad Garg, Ana M. Sanchez, Beate Schwer, and Stewart Shuman

Figures S1, S2, S3, and S4

Table S6

Tables S1, S2, S3, S4, and S5 are separate .xls files

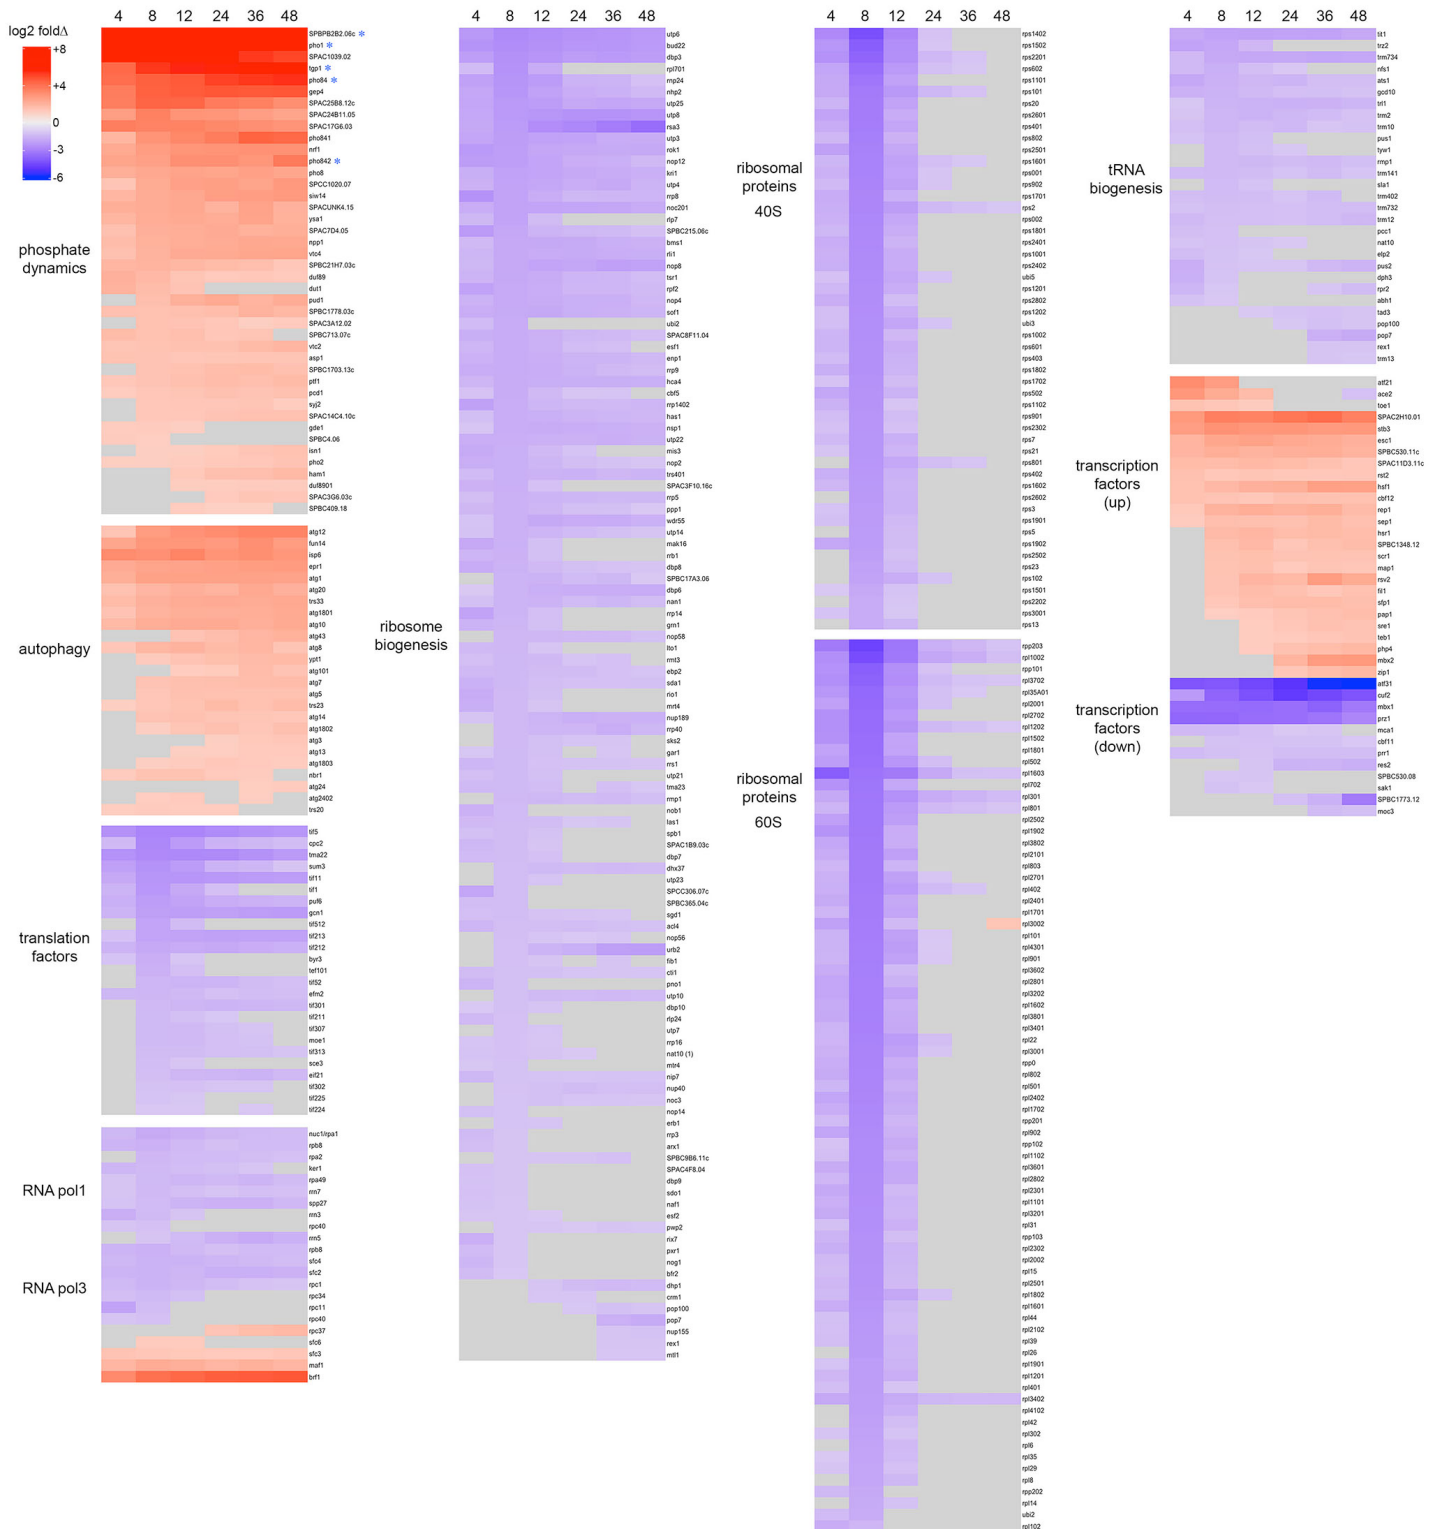

Figure S1. Phosphate starvation-induced changes in mRNA expression in wild-type fission yeast affecting the indicated functional classes of genes. The RNA-seq data used to generate the heat map are from ref. 7. Each row represents a gene (specified at right), and each column represents the duration of phosphate starvation (h). Pho7-dependent genes are denoted by blue asterisks.

Figure S2. Pho7-dependent genes with upstream Pho7 binding sites

Key:

5' flanking DNA

Pho7 siteTATA-box**Transcription start site**

5'-UTR

Open reading frame

Intron

str3 plasma membrane heme transmembrane transporter

TCAAAC TATACTCGACTTTA **TCGGATTAATAA** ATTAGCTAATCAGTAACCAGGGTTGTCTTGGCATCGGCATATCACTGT
 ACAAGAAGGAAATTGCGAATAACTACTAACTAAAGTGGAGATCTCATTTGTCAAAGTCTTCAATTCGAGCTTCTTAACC
 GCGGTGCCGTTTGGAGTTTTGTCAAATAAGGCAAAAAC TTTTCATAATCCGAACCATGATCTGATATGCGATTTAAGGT
 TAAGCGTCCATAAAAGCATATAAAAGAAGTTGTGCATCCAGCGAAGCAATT **GCATATTATTTTGT**TTACTATTGAATAAT
 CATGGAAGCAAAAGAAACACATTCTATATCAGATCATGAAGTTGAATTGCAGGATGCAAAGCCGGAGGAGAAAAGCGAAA
 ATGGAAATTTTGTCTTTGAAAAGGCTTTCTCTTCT

SPBPB2B2.06c extracellular 5'-nucleotidase

TTTTAGGACAAC TT **TTTGTCAACCGA** ACATAGCGTT **ATTATATACCGA** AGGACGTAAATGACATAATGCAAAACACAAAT
 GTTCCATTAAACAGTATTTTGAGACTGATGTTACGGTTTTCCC **ATCGAACTCCGA** GTTCATTCCCATTGCTAAAGAGTTTTT
 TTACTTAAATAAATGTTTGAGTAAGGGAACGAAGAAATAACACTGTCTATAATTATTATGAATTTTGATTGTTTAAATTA
 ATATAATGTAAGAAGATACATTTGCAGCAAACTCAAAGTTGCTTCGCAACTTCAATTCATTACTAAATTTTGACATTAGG
 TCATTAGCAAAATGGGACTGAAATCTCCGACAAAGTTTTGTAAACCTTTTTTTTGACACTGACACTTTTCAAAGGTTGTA
 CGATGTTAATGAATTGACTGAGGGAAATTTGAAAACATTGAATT **TCGAAATGCCGA** TCTTTTTTTGTATAAAATTAAAGAA
 TCTTACCCTCGGTAAACAGC **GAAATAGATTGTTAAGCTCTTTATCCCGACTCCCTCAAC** ATGAAGACAGCCTCGATACAT
 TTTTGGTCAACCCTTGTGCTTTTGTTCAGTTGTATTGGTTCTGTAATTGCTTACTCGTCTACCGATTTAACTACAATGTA
 TGATTGGAACCAAATCA

SPBPB2B2.05 class I glutamine amidotransferase

TAAAGACTACAATCCAA **TCGGCTATACAA** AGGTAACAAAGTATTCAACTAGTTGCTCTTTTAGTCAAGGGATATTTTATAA
 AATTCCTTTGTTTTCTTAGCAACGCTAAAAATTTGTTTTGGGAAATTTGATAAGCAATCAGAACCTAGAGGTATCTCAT
 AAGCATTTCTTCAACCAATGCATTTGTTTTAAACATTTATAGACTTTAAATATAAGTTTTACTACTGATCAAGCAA
 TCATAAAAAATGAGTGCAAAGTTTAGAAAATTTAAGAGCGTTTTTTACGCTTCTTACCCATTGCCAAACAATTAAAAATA
 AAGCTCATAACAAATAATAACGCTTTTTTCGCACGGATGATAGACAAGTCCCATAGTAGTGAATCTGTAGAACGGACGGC
 AATTC **TCGGAAGTTCCA** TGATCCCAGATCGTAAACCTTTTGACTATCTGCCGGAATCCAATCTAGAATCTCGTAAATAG
 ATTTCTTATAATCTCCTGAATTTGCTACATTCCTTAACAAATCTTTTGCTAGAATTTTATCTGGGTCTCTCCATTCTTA
 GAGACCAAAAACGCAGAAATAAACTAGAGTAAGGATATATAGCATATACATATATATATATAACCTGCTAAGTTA
 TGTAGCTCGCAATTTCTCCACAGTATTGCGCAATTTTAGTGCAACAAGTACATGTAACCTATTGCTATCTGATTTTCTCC
TCGCTACTAATC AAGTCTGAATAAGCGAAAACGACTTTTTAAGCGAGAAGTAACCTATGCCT **TCGCAGTTTCAG** CATAAT
 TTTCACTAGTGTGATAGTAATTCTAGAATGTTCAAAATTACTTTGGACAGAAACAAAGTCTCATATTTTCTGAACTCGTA
 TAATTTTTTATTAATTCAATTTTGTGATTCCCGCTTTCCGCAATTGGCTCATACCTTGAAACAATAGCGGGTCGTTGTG
 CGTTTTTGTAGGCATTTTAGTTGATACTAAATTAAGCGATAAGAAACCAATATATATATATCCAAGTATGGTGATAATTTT
ATAGCGAAATAGAAAAG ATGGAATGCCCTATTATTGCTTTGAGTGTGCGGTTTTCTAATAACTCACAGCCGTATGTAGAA
 GCAATTATCAAGGCAGGTGG

pmp20 thioredoxin-related chaperone

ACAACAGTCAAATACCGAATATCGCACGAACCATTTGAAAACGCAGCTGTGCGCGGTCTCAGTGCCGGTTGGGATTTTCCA
 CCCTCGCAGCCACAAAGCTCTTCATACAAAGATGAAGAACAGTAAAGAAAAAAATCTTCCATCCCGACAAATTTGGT
 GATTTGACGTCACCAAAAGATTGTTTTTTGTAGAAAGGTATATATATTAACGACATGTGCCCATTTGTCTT **GATAA** TACT
 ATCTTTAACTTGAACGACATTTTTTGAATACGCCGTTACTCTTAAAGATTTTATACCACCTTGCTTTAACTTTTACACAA
 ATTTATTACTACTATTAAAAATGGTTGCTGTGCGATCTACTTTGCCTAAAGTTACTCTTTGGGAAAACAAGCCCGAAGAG
 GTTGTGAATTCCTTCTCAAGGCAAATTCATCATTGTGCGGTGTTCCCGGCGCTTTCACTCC

mfm1 M-factor precursor

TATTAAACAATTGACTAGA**CAATGGGTCCGA**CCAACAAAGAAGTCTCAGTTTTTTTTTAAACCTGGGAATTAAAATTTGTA
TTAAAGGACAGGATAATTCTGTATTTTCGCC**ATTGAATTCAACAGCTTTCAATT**CAC**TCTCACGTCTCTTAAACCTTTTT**
GTTGACATTT**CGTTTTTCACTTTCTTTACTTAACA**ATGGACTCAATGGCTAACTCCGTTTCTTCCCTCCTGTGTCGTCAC
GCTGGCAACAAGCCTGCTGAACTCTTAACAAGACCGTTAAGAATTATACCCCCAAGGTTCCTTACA

gpd3   glyceraldehyde 3-phosphate dehydrogenase

AAGGCCGCTAAT**TTCATTATCCGA**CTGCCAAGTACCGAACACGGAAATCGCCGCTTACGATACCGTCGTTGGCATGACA
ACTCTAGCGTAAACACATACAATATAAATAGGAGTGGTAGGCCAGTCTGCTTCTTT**G**TAGTATCAAGAAATCAGCAATAG
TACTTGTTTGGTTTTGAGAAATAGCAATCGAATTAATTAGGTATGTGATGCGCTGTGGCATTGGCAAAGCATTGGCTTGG
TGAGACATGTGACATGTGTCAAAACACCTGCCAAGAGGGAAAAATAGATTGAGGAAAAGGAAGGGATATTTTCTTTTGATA
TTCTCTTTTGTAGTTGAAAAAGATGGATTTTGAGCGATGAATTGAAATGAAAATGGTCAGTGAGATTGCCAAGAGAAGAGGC
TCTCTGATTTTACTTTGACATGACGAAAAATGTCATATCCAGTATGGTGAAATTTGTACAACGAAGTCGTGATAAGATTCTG
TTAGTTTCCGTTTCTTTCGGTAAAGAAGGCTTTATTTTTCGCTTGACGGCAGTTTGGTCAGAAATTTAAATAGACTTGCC
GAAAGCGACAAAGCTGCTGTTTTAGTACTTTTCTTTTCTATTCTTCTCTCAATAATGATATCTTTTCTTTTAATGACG
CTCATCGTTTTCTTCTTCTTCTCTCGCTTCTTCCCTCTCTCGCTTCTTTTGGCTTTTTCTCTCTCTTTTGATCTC
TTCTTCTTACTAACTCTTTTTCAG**ATAACA**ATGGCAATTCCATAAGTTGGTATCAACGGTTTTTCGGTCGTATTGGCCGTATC
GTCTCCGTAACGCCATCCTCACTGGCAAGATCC

srol stress responsive orphan

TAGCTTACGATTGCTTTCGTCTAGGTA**TGGGACTTTACA**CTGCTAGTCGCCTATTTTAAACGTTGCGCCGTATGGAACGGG
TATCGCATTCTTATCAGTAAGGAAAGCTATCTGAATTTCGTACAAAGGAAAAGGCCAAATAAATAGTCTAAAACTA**TATAA**
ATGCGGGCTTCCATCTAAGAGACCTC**G**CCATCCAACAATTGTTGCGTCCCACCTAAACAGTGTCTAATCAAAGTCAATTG
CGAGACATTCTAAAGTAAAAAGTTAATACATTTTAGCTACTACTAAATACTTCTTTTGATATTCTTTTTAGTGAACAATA
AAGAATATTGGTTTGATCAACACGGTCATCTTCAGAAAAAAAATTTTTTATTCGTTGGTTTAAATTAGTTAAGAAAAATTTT
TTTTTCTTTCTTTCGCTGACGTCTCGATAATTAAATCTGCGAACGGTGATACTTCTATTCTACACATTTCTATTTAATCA
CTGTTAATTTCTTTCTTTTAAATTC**AT**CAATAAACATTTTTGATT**CATCGC**TATGTTTTCTATTCTTAAACAAGGTGT
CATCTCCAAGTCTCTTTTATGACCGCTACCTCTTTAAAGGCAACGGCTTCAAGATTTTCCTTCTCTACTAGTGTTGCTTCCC
GTGTTGACGGTACTAAGAA

SPAC4H3.08 3-hydroxyacyl-CoA dehydrogenase

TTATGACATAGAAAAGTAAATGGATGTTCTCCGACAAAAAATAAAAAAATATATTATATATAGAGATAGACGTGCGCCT
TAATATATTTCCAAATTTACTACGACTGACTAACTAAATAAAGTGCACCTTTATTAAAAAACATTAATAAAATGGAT
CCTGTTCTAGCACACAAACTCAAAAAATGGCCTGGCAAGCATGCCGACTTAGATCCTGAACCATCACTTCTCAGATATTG
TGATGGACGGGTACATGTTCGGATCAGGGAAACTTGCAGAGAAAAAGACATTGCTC

atd1   aldehyde dehydrogenase

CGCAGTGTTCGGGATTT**TCGGAGAGCGAA**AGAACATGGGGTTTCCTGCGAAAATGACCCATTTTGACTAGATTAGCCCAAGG
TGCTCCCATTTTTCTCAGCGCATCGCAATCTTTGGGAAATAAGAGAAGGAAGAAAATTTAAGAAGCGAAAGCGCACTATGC
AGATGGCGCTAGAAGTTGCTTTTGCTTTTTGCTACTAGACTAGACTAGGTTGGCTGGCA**TCGGAGTTTCAA**CGTCGTTCTGT
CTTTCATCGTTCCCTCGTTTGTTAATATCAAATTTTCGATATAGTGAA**TTGTATTTCCGA**GTATGCAATTCCTCTAAAGC
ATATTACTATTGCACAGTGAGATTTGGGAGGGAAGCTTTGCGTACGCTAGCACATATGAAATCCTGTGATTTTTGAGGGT
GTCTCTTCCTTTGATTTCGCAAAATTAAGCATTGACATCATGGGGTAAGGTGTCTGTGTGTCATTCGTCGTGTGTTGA
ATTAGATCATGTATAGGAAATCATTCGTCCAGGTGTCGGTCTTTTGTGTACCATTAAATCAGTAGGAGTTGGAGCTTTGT
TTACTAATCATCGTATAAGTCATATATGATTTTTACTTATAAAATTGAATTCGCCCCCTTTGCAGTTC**ACTGAAATAAG**
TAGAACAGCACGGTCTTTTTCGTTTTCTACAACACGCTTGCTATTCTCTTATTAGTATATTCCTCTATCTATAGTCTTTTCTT
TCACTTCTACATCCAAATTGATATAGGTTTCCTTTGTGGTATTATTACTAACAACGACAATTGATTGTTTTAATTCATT
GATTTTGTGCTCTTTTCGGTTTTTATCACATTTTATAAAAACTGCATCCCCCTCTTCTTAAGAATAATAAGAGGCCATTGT
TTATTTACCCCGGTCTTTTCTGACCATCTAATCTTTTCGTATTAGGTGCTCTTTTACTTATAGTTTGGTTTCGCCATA
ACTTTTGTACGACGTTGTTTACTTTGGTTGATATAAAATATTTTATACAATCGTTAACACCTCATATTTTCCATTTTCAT
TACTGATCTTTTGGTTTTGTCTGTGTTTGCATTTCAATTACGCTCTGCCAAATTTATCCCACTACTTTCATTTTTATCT
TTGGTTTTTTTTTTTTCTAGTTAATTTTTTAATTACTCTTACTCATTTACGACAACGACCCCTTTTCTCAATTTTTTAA
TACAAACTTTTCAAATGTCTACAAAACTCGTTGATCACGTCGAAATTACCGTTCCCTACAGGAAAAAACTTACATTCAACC
TGTCGGTCTCTTTTATCAATAACCAACATG

pho842 inorganic phosphate transmembrane transporter

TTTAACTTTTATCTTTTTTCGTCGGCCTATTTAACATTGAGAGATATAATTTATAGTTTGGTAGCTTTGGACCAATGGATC
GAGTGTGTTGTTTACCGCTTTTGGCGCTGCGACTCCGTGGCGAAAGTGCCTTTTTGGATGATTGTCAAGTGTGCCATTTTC
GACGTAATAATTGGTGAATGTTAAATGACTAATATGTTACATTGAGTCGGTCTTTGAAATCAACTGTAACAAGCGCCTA
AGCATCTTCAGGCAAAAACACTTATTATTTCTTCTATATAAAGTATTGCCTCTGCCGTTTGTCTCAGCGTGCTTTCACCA
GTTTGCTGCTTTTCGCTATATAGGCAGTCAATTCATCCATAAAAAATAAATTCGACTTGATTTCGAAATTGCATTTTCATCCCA
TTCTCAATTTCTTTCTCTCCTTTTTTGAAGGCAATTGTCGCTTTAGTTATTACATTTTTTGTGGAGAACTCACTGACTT
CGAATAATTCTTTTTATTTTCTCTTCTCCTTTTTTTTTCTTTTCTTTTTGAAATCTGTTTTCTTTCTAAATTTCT
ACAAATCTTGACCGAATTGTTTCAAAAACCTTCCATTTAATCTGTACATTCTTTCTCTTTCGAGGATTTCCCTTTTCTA
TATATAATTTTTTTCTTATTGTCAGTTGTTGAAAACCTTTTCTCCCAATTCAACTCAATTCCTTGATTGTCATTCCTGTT
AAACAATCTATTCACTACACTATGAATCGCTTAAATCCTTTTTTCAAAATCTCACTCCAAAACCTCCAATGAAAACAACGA
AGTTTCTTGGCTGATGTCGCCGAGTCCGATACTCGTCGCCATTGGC

rgs1 regulator of G-protein signaling

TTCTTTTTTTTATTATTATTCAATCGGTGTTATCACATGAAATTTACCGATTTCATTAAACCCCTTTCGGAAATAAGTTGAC
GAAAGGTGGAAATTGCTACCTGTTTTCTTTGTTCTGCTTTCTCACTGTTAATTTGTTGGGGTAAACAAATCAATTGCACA
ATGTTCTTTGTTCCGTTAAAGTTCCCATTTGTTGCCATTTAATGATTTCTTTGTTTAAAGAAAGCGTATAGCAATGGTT
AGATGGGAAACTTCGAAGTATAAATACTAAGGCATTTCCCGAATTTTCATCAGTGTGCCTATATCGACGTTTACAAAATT
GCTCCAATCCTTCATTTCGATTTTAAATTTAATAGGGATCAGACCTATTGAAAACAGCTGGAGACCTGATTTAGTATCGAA
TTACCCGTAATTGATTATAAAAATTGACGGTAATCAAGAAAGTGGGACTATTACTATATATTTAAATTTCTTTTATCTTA
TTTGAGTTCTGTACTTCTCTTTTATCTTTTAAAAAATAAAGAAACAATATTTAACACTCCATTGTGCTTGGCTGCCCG
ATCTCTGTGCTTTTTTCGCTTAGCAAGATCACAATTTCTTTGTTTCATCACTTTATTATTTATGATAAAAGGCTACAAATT
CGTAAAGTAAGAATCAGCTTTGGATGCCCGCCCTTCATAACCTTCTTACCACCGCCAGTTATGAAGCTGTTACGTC
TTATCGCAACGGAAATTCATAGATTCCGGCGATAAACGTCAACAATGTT

cta3 P-type ATPase

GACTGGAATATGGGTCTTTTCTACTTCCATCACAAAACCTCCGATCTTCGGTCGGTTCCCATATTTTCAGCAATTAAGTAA
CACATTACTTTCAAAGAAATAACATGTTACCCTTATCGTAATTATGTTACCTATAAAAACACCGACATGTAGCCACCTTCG
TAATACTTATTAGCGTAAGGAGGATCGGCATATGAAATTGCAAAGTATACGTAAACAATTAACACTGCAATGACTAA
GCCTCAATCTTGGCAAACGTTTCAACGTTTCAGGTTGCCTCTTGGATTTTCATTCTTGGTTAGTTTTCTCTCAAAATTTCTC
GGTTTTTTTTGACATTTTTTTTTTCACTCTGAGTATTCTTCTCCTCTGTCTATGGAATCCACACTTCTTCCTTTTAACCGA
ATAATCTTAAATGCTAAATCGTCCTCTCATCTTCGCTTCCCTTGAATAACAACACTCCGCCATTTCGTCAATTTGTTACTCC
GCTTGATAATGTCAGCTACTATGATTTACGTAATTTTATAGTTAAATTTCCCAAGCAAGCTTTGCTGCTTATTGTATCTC
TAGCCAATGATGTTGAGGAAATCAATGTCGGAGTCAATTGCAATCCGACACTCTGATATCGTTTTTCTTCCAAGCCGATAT
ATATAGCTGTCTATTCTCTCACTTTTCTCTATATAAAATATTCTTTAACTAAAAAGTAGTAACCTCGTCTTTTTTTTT
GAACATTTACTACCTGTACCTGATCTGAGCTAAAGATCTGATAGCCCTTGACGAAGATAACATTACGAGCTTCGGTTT
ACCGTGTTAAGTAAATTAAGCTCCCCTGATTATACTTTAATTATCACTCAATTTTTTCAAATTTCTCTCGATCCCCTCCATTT
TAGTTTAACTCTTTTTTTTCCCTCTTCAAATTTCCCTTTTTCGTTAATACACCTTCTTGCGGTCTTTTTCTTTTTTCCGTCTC
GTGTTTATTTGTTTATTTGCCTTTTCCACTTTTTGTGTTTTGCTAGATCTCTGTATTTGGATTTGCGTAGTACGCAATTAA
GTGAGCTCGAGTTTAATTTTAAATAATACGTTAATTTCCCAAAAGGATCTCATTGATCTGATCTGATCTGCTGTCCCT
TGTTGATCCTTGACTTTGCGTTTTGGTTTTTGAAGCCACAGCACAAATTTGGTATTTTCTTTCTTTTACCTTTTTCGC
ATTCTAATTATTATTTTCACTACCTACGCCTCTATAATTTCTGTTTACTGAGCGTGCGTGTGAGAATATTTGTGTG
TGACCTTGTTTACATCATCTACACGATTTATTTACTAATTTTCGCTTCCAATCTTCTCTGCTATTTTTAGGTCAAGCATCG
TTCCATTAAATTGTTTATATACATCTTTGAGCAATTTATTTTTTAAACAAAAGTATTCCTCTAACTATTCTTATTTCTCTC
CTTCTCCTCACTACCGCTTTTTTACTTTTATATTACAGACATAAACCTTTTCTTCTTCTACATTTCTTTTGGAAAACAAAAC
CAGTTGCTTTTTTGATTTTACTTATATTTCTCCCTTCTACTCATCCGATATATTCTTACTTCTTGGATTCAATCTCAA
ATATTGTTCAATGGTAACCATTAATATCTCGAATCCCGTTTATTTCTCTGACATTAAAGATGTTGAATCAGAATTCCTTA
CGTCTATCCCCAAT

SPAC27D7.11c But2 family protein

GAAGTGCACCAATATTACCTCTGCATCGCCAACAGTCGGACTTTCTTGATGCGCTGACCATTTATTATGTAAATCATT
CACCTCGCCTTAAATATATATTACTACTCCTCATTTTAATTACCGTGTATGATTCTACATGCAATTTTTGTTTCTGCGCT
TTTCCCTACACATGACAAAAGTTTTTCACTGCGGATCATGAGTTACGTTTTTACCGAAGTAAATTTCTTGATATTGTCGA
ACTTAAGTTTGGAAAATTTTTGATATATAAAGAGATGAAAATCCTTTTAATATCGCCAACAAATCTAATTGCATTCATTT
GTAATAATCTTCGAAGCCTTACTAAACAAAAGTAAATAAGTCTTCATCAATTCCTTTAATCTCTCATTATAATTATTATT
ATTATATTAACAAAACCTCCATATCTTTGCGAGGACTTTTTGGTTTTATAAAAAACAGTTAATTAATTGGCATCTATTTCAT
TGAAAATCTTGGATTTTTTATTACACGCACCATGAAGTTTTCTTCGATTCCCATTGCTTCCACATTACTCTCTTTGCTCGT
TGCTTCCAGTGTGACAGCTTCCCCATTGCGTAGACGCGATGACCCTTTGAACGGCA

SPBC25B2.08 Schizosaccharomyces pombe specific protein

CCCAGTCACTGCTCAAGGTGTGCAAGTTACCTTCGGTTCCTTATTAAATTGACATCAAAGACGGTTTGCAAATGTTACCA
 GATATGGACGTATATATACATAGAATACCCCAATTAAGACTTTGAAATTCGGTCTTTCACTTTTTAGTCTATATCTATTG
 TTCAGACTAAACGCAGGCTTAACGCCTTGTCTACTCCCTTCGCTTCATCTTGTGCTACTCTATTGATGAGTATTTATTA
 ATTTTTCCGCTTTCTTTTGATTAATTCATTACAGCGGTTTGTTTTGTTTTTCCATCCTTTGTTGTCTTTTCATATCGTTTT
 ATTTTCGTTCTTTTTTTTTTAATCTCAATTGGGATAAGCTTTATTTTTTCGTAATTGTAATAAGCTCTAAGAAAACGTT
 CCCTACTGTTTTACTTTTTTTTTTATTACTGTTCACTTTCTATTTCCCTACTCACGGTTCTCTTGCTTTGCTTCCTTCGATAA
 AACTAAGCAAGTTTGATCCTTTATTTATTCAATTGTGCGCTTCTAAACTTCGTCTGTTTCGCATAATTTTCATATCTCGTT
 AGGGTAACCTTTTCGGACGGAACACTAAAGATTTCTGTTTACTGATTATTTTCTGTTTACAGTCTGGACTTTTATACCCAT
 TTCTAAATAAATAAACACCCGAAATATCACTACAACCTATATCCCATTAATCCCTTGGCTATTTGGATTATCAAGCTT
 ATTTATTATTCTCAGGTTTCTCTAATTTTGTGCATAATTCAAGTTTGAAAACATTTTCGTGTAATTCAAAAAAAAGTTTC
 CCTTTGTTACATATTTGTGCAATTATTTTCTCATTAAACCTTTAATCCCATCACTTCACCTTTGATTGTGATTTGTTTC
 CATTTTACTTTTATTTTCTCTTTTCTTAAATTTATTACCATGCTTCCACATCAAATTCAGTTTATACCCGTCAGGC
 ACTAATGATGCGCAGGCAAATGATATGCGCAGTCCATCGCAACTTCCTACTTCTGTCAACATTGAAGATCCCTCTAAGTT

ec13 extender of chronological lifespan protein

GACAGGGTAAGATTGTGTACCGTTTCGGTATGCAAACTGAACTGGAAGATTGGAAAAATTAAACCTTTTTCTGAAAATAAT
 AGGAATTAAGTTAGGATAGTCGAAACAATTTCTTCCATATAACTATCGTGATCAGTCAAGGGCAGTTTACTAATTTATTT
 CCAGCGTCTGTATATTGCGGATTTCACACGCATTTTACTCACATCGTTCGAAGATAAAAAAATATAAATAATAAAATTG
 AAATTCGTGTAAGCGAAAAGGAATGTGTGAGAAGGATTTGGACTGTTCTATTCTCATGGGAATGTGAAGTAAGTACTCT
 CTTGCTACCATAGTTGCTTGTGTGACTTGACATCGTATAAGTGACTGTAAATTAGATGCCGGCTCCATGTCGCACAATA
 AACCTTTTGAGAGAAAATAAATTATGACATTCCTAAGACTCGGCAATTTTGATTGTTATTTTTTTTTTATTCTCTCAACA
 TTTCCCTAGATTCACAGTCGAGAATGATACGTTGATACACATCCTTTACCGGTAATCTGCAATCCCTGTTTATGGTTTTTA
 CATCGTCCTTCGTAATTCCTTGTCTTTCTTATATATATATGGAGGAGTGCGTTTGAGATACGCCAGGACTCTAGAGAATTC
 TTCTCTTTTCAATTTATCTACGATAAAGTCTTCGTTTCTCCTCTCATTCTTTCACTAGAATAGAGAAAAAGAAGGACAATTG
 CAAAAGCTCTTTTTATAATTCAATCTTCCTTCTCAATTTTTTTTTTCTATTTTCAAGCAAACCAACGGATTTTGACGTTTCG
 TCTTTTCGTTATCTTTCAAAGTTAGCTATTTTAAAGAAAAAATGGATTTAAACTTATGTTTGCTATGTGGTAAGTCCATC
 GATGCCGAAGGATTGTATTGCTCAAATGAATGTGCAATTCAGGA

tna1 carboxylic acid transmembrane transporter

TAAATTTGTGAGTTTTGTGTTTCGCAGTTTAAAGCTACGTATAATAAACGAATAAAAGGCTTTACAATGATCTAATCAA
 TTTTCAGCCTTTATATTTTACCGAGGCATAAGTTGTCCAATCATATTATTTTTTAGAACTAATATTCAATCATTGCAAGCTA
 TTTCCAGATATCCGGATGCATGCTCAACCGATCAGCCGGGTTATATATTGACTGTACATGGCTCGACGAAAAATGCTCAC
 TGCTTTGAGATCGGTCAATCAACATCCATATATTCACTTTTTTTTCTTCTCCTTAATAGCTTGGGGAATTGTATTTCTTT
 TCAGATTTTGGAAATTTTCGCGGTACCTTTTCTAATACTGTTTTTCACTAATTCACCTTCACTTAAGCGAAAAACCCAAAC
 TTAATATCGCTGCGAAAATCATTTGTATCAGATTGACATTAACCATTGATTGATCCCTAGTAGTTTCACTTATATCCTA
 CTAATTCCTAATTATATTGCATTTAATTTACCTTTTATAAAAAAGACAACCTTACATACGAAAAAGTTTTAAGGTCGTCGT
 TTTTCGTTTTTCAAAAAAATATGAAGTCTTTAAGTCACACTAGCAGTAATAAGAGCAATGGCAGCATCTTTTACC
 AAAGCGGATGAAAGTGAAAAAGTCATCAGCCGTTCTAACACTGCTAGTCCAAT

The list of 16 Pho7-dependent phosphate starvation-induced genes (see Fig. 4) includes those, other than *pho1*, *tpg1*, and *pho84*, for which transcription start sites have been mapped (13). A start site and 5'-UTR have not been annotated for SPAC26F1.11.

Figure S3: Coregulation of *ecf3* with neighboring genes *pho1* and *pho84*.

strain	log2 fold RNA change		
	<i>ecf3</i>	<i>pho1</i>	<i>pho84</i>
<i>asp1-H397A</i>	+2.75	+2.56	+2.12
<i>asp1-(386stop)</i>	+3.69	+3.40	+2.22
<i>asp1-(493stop)</i>	+3.71	+3.63	+2.43
<i>aps1Δ</i>	+2.03	+1.71	+1.45
<i>rpb1-CTD-(S5•S5A)</i>	+2.82	+2.70	+1.22
<i>rpb1-CTD-(P6•P6A)</i>	+2.83	+2.82	+1.24
<i>duf89Δ</i>	+2.06	+1.73	+1.30
<i>rad24Δ</i>	+3.44	+3.38	–
<i>seb1-G476S</i>	+1.95	+1.96	–
<i>asp1-D333A</i>	–2.21	–4.37	–3.83
<i>pin1Δ</i>	–1.56	–2.74	–2.42
<i>ssu72-C13S</i>	–1.61	–2.47	–2.24
<i>ppn1Δ</i>	–1.62	–3.83	–3.81
<i>swd22Δ</i>	–1.63	–3.57	–3.43
<i>kcs1-L338R</i>	–2.17	–1.77	–1.43
<i>kcs1-E834K</i>	–2.02	–1.95	–1.47
<i>kcs1-R332T</i>	–3.52	–6.00	–4.92

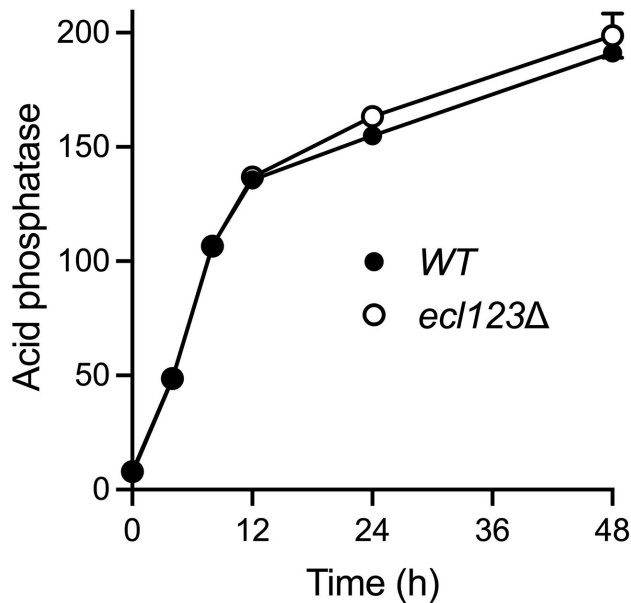

Figure S4. Starvation-induced Pho1 acid phosphatase expression is unaffected by pan-*ecI* deletion. Mid-log cultures of wild-type or *ecl123Δ* cells grown in YES medium were harvested, washed with water, transferred to ePMGT medium with no phosphate, and incubated for 48 h at 30°C. Cells harvested prior to (0 h) and at sequential times after transfer to phosphate-free medium were washed with water and resuspended in water. To quantify acid phosphatase activity, reaction mixtures (200 μ l) containing 100 mM sodium acetate (pH 4.2), 10 mM *p*-nitrophenylphosphate, and cells (ranging from 0.01 to 0.1 A_{600} units) were incubated for 5 min at 30°C. The reactions were quenched by addition of 1 ml of 1 M sodium carbonate, the cells were removed by centrifugation, and the absorbance of the supernatant at 410 nm was measured. Acid phosphatase activity is expressed as the ratio of A_{410} (*p*-nitrophenol production) to A_{600} (cells). The data shown are averages ($\pm$ SD) of three assays using cells from three independent cultures.

Table S6. Fission yeast strains used in this study.

Strain	Genotype	Source
AS478	<i>h- Sp1 leu1-32 ura4-D18 his3-D1 ade6-m216</i>	Sanchez et al. 2019 (24)
AS479	<i>h+ Sp2 leu1-32 ura4-D18 his3-D1 ade6-m210</i>	Sanchez et al. 2019 (24)
AGP83	<i>h- pho7Δ::natMX</i>	Schwer et al. 2017 (4)
ASY96	<i>h- ecl3Δ::kanMX</i>	This study
ASY118	<i>h+ ecl2Δ::natMX</i>	This study
ASY121	<i>h+ ecl1Δ::hygMX</i>	This study
ASY128	<i>h- ecl1Δ::hygMX ecl3Δ::kanMX</i>	This study
ASY136	<i>h- ecl1Δ::hygMX ecl2Δ::natMX ecl3Δ::kanMX</i>	This study
ASY124	<i>h- atg1Δ::hygMX</i>	This study

All strains are *leu1-32 ura4-D18 his3-D1* and either *ade6-m216* or *ade6-m210*.

How the deposited data were processed for this re-analysis (not part of the article)

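RNA-seq counts of 9 libraries were analysed: 3 biological replicates each of WT, *ecl3*Δ and *ecl123*Δ fission yeast, grown logarithmically in YES medium at 30 °C. Conditions and replicate numbers were taken from the labels and the strain table of the paper, which give the same strains.

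The authors prepared strand-specific poly(A)+ libraries, mapped paired-end reads of 51 bases with HISAT2 2.1.0, converted the alignments with SAMtools and counted reads per gene over annotated exons with HTSeq 0.10.0, on the genome build ASM294v2; they tested differences with DESeq2. The deposited count table holds whole-number counts for 6988 genes, not normalized. The authors also deposited a DESeq2 table for each mutant against the WT, with mean normalized counts as a signal per strain, log2 fold changes, standard errors, a test score, p-values and adjusted p-values; values from these tables are named as theirs. All 9 count columns were used, so 0 columns of per-sample values were left out.

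Gene names came from the RefSeq annotation of ASM294v3, matched by systematic ID for 6836 of the 6988 genes. That build is not the one the authors used, so no coordinates from it are given. It served only for names, gene order, repeated sequence and the extent of the *ecl1* and *ecl2* mRNAs past their ORFs. A gene was taken as coding unless its systematic ID was that of a noncoding RNA, tRNA, rRNA, snRNA or snoRNA gene.

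Genes were kept with the filterByExpr function of edgeR 4.0.16, which left 6257, of which 5019 were coding and 1238 noncoding. Counts were normalized by TMM and tested with the quasi-likelihood test in 1 fit of all 9 libraries, in R 4.3.3 with limma 3.58.1. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05, a fold change of at least 2 and a mean normalized count of at least 100 in the higher strain, limits that the methods of the paper state for its time courses. The 3 comparisons were *ecl123*Δ against WT, *ecl3*Δ against WT and *ecl123*Δ against *ecl3*Δ. The deposited counts summed to between 23254907 and 34871124 per library. Standard errors of log2 fold changes came from the fitted weights and the quasi-likelihood variance. The functions were tested on simulated counts of 6236 genes with 200 changed. In the simulated comparison of *ecl123*Δ and WT, edgeR called 98 of 100 genes changed by 2.5-fold and 99 of 100 changed by 4-fold. The simulated genes varied independently of each other, and only genes with a mean normalized count of at least 200 were changed. These rates therefore check the functions and do not give the power in the real libraries.

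The 23 gene lists were fixed before the deposited data were examined, but when the values of Table S4 for these strains had been seen. Lists that hold genes of Table S4 are therefore not independent of it. After the files were opened, the pattern that finds aminoacyl tRNA synthetase genes by product was widened to the spelling of RefSeq, without regard to their values. A few keys of the lists matched no gene name in the count table. For each list, the members past the adjusted p with no fold limit were counted over all genes tested and adjusted over the list alone. The list was tested with camera at a preset correlation of 0.01 and with an estimated correlation. No list held its camera call with the estimated correlation. The planned fry test asks whether the members of a list changed, not whether they changed more than other genes. Its p values were not adjusted over the lists. In *ecl123*Δ against WT the fry p was 0.000739 for the mating genes named by the paper, 0.00175 for M-cell-specific genes and 0.00184 for the *PHO* regulon. It was 0.0866 for stress response genes, 0.140 for iron homeostasis genes and 0.696 for P-cell-specific genes.

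The rule for named genes was fixed along with them, when the values of Table S4 had been seen. It took every gene the paper names for these strains, the 10 coding genes with the largest change in each direction among those called with all 3 *ecl123*Δ libraries beyond all 3 WT libraries, any gene called in *ecl3*Δ, up to 4 members of each list with the smallest p, the nearest coding gene on each side of each *ecl* gene, and the 5 largest changes in each direction between the mutants. Other called genes, the noncoding genes, SPAC977.18 and SPBPB2B2.18, and genes named for the count without *ecl3*Δ replicate 2 were chosen after their values were seen.

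The alternatives tried were DESeq2 1.42.0, RLE size factors, library size alone, no low-count filter, no minimum mean normalized count, only the 2 strains compared in the fit, the replicate number as a block, each library left out in turn, a limit of 1.5-fold, and the glmTreat test against a 1.5-fold change. With 3 libraries against 3, an exact permutation test cannot give a two-sided p under 0.1, so p-values come from the models across genes. Positions between WT (0) and *ecl123*Δ (1) were computed per gene on log2 CPM with a prior count of 2. The share of each gene's 51-base windows that occur more than once in the genome was computed in Python 3.11.15. Reads shared with near-identical copies could be lost or split by the authors' counting.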

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

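The tests of the RNA at *ecl1* and beside *ecl2*, and the look at single neighbors of the genes near chromosome ends, were chosen only after the result was seen.

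Noncoding genes, which the paper does not report for this comparison, also passed the limits in *ecl123*Δ cells, with 4 higher and 5 lower than in the WT in the edgeR test. DESeq2, and edgeR with only the 2 strains compared, each called 8 higher and 29 lower. Leaving out any 1 of the WT libraries, *ecl3*Δ replicate 3 or *ecl123*Δ replicate 1 left 1 higher and 0 lower, whereas 6 and 20 were called without *ecl3*Δ replicate 1, 8 and 31 without *ecl3*Δ replicate 2, 4 and 8 without *ecl123*Δ replicate 2, and 10 and 2 without *ecl123*Δ replicate 3. Of the 10 ways to split these 6 libraries into 3 and 3, only 1, the real one, gave as many as 9 noncoding calls, and the highest other gave 0; 10 splits are too few for a share under 0.05. The lower ones included SPNCRNA.995, with a log2 fold change of -1.74, and the higher ones SPNCRNA.293, with 1.82.

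The RNA counted at *ecl1* was higher in *ecl123*Δ by 2.74 on the log2 scale, although the paper reports the *ecl1* ORF replaced in that strain, and the paper's Table S4 does not list it. SPNCRNA.1400, which lies directly upstream of *ecl2* on the opposite strand, was higher by 3.69 (normalized read counts of 108 ± 26.4 in the WT and 1416 ± 213 in *ecl123*Δ, SD, n = 3). The differences between cultures that move the other called genes stay open as a cause of both increases. In *ecl3*Δ replicate 1, SPNCRNA.1400 stood at -0.255 of the way to *ecl123*Δ. All 36 called coding genes other than *ecl1* stood above 0 there, with a median of 0.588. But the called noncoding gene SPNCRNA.1211 also lay on the far side of the WT in that library. Its normalized read count was 70.7, against means of 93.1 in the WT and 246 in *ecl123*Δ. For *ecl1*, which stood at 0.159, single called genes lay as near the WT. In that library *aca1* had a normalized read count of 1901, against means of 1863 in the WT and 3903 in *ecl123*Δ. Transcription from or next to the replacement cassettes may account for both increases and stays open: the 16 coding genes beyond the nearest one on each side of *ecl1* and *ecl2* had a median log2 change of -0.0368, which decides nothing since they went both ways, from -0.52 at *cki2* to 0.91 at SPCC70.08c (adjusted p = 0.0737 in edgeR). Counts per gene cannot tell this apart from a response to loss of the ORF, and, with a log2 fold change of 0.47 at *ecl2*, they do not by themselves show the absence of the ORFs, for which the paper reports Southern blots of each single replacement and selection for the resistance markers.

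Among genes with a mean normalized read count of at least 100 in the WT, the 3 lowest log2 fold changes of *ecl123*Δ were at genes near chromosome ends. They were -4.65 at *ftm2*, -5.36 at SPAC977.18 (adjusted p = 0.0638 in edgeR) and -5.63 at SPBPB2B2.18 (adjusted p = 0.0678), and 84.0% and 94.0% of the 51-base windows of the latter pair occur more than once in the genome. Loss of a chromosome end in the *ecl123*Δ strain could give such a pattern, but the median log2 change of 6 measured neighbors was -0.87, on the side set beforehand as against it, and -0.14 without SPAC212.02, which had 0 counts in *ecl123*Δ and a mean normalized read count of 13.0 in the WT; the range of the 6 values, a 96.9% exact interval of their median chosen after it was seen, covers both bounds set, though without SPAC212.02 the range of -1.72 to 0.50 covers only the bound set against it. Of the genes nearer the ends, SPAC212.04c (-0.14, standard error 0.22), SPAC212.06c (-0.15), SPAC212.12 (-0.91) and *ftm1* (-0.07) beside *ftm2* and *tlh2* (1.62, standard error 0.70) beyond SPBPB2B2.18 go against loss of these ends. SPBCPT2R1.04c (-1.72, standard error 0.73) and SPAC212.02 went the way that such a loss would give. Of the windows of the 6 with counts in *ecl123*Δ, 54.6% to 100% occur more than once, so their reads may come from copies. Only SPAC212.04c had a mean of at least 100 in the WT, so the explanation stays open. In *ecl3*Δ replicate 1 the genes stood at 0.824, 0.943 and 0.822 of the way from the WT to *ecl123*Δ, so they were also low in a library of a strain for which no such loss is proposed.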

How the results depend on the processing

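No named gene took the opposite direction under an alternative while past the threshold in either fit, but the number of calls in *ecl123*Δ depended strongly on the tool and on single libraries. The lower calls depended in part on the *ecl3*Δ libraries, whose spread enters the 1 fit of all 9 libraries. Of the 56 lower genes of Table S4, 22 were called in that fit. With only the 2 strains compared 53 were called, and 55 without *ecl3*Δ replicate 2, but 1 without *ecl3*Δ replicate 3. Other causes were not tested. The adjusted p of *rgs1* ranged from 2.02e-13 to 0.123 over its alternatives and that of *ste11* from 1.03e-04 to 0.282, while *ecl1* passed in all 16.

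With DESeq2, 33 coding genes were higher and 56 lower in *ecl123*Δ against WT, 11 of them at least 4-fold lower, 8 noncoding genes were higher and 29 lower, and 19 coding genes were higher and 13 lower in *ecl123*Δ against *ecl3*Δ. With only the 2 strains compared, 62 were lower, 14 of them at least 4-fold, 8 noncoding genes were higher and 29 lower, and 1 coding gene was higher in *ecl123*Δ against *ecl3*Δ. At 1.5-fold, 23 coding and 7 noncoding genes were higher, and 1 *PHO* gene was lower. With glmTreat against 1.5-fold, 1 coding gene, *ecl1*, and 1 noncoding gene were higher, and 0 coding, noncoding or mating genes were lower. In that test *ecl1* was at least 4-fold higher and was the 1 coding gene higher between the mutants. Same-numbered libraries correlated in their deviations at -0.18 to 0.22, so the numbers do not pair them; with the replicate block, 35 coding genes were lower, 8 of them at least 4-fold, and 1 was higher between the mutants.

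Leaving out 1 library at a time, in *ecl123*Δ against WT the higher coding genes ranged from 1 to 39, the lower from 0 to 65, those at least 4-fold higher from 1 to 6 and lower from 0 to 14, the noncoding genes higher from 1 to 10 and lower from 0 to 31, and the mating genes from 0 to 9. In *ecl3*Δ against WT the lower coding genes ranged from 0 to 12. Between the mutants the higher ranged from 1 to 34 and the lower from 0 to 6.

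With an estimated correlation, the camera adjusted p was 0.105 for the mating genes named by the paper, 0.144 for M-cell-specific genes, 0.155 for the *PHO* regulon, 0.344 for Tf2 genes, 0.356 for other mating genes, meiosis, autophagy, nitrogen uptake and ribosome assembly genes, 0.380 for stress genes, 0.474 for iron, calcium and translation factor genes, and 0.608 for aminoacyl tRNA synthetase genes. Of the pho7Δ genes of Table S2, 1 higher and 0 lower genes were shared with *ecl123*Δ against *ecl3*Δ, and 10 and 8 with *ecl123*Δ against WT.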

Differences from the paper's values

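The paper reports 32 coding RNAs higher and 56 lower in *ecl123*Δ cells, and its methods state the 3 limits used here for its time courses; here 14 were higher and 23 lower. For the higher genes, the count lay within 1.5 times the paper's with DESeq2 (33), without *ecl3*Δ replicate 2 (23), without *ecl123*Δ replicate 2 (39) and at a limit of 1.5-fold (23), and not under the other alternatives. For the lower genes, it did so with DESeq2 (56), with only the 2 strains compared (62), without *ecl3*Δ replicate 1 (48) and without *ecl3*Δ replicate 2 (65), and not under the others. DESeq2 is the tool that the paper's methods name, and with it all 32 and all 56 genes of Table S4 were called; the 1 further higher gene was *ecl1*. In the edgeR test, 13 of the 32 and 22 of the 56 were called, and all 88 had the direction of the paper and an unadjusted p under 0.05.

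The paper reports 11 coding RNAs at least 4-fold lower, and here 5 were. The count lay within 1.5 times the paper's with DESeq2 (11), with only the 2 strains compared (14), with the replicate block (8) and without *ecl3*Δ replicate 1 (10) or 2 (14), and not under the others. The paper gives 49-fold as its largest decrease, and here the largest among called genes was 25.1-fold, at *ftm2*. SPBPB2B2.18 was lower by more, with a log2 fold change of -5.63 here and in the authors' deposited table. It was not called here, with an adjusted p of 0.0678 in edgeR. The largest decrease among called genes lay within 1.5 times the paper's with DESeq2 (49.3), with only the 2 strains compared (49.3), with no minimum mean normalized count (56.1), with the replicate block (59.8) and without *ecl3*Δ replicate 1 (49.3) or 2 (49.4), and not under the others that made a call. The value of 56.1 was that of the deleted gene *ecl3* itself, with a log2 fold change of -5.81.

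The smallest library here held 23.3 M counts, and the paper gives 14.9 M paired reads as the smallest over all of its experiments; the paper's range covers libraries not analysed here, and no alternative bears on it. The paper states that *ecl3* was changed in *ecl3*Δ cells; here it had 0 reads in the 3 *ecl3*Δ libraries but did not pass the limits, and its adjusted p was 0.453. Its adjusted p passed 0.05 with DESeq2, at 0.00138, and without *ecl3*Δ replicate 2, and not under the other alternatives. Its mean normalized read count lay below 100.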

Other observations

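The tests of the spread of the *ecl3*Δ libraries were chosen only after the result was seen.

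The 116 measured ribosome assembly genes of Table S5 had a median log2 fold change of 0.25 against the WT, and 60 of them were higher and 1 lower at an unadjusted p under 0.05 in edgeR, but 0 passed the adjusted p, over all genes or over the list alone. The camera test of this list gave an adjusted p of 3.57e-15 with a preset correlation and an adjusted p of 0.356 with an estimated correlation. The list was also shifted higher in *ecl3*Δ against WT, with a median of 0.14 and camera adjusted p values of 6.14e-18 and, with an estimated correlation, 0.753. Between the mutants, 0 of its genes were higher or lower at an unadjusted p under 0.05 in edgeR. Of the 45 translation factor genes of Table S5 and of the 35 aminoacyl tRNA synthetase genes, 0 passed in either count, with camera adjusted p values of 0.00505 and 0.00601, and with an estimated correlation adjusted p values of 0.474 and 0.608. The paper reports these ribosome assembly and translation factor genes as lower in starved *ecl123*Δ cells than before starvation. Whether its unstarved control was the libraries used here was not checked, so these lists may not be independent of them. Of the 141 ribosomal protein genes, 0 passed in either count, and the camera adjusted p was 0.215.

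Of 10 glucose uptake and glucose-repressed genes 0 passed the adjusted p in *ecl123*Δ against WT, over all genes or over the list alone, with a median log2 change of 0.08, a camera test in the lower direction and a camera adjusted p of 0.869. Of 3 measured auxotrophic marker genes 0 passed in either count, with a camera adjusted p of 0.238. Of 3 measured Tf2 retrotransposon genes 0 passed and 1 was higher over the list alone, with camera adjusted p values of 0.0126 and, with an estimated correlation, 0.344; 98.5% of the 51-base windows of *Tf2-2* occur more than once in the genome. Of 30 coding genes next to *ecl1*, *ecl2* and *ecl3*, 1 was higher and 1 lower, *nrg1* and *pho84*, and 3 were higher and 3 lower over the list alone, with a camera adjusted p of 0.481. Of 143 measured coding genes within 100 kb of a chromosome end, 5 were higher and 5 lower, and 13 and 15 over the list alone, with a median of 0.05, a mean of -0.21, a camera test in the higher direction and a camera adjusted p of 0.673.

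The 3 *ecl3*Δ libraries spread along the difference between *ecl123*Δ and WT: the 36 coding genes called in *ecl123*Δ other than *ecl1* had moved a median of 0.59, -0.05 and 0.34 of the way in *ecl3*Δ replicates 1 to 3. Admixture of *ecl123*Δ cells or RNA is argued against in replicate 1, where the larger of the shares of the *ecl123*Δ rise shown by *ecl1* and SPNCRNA.1400 was 0.0608 and the other called genes had moved a median of 0.660 on the linear scale. The range of the 3 positions was 6.38 times that of the WT libraries, but the choice of genes called against the WT favors a small WT range, so whether all *ecl3*Δ cultures share a shift is left open. A candidate explanation is that the same genes vary between cultures of one strain: across 5541 genes, which are not independent replicates, the log ratio of *ecl3*Δ replicate 1 over replicate 2 correlated with that of *ecl123*Δ over WT at a Pearson r of 0.781, and at 0.792 without the called genes, but the r was 0.0762 to 0.380 for pairs of WT libraries and 0.0220 to 0.177 for pairs of *ecl123*Δ libraries, so the explanation stays open. What differed between the cultures is not given in the sources used here, and a biological cause was not tested.

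Of the 10 splits of each pair of strains into 3 and 3 libraries, which are too few for a share under 0.05, only 1, the real one, gave as many coding calls as in *ecl123*Δ against WT (37, highest other 0) and as in *ecl123*Δ against *ecl3*Δ (2, highest other 0). In *ecl3*Δ against WT all 10 gave 0, as the real one did. The 2 coding genes called between the mutants, *ecl1* and SPBC23G7.13c, were higher in *ecl123*Δ; at an unadjusted p under 0.05 in edgeR, 297 coding genes were higher and fewer were lower, and DESeq2 called 19 higher and 13 lower.

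The genes called in *ecl123*Δ were set beside the pho7Δ genes of Table S2. Against *ecl3*Δ, the main comparison for this overlap, 1 of 2 higher genes was higher in pho7Δ (Fisher's exact test, two-sided, p = 0.148) and there were 0 lower genes to compare. Against WT, 10 of 14 higher genes were higher in pho7Δ and 8 of 23 lower genes were lower, where 1.08 and 1.61 would be shared by independent lists. Both comparisons are against WT, so part of the excess may come from shared controls, whose share was not estimated, and no shared effect is read from it. Leaving out any 1 of the WT libraries, *ecl3*Δ replicate 3 or *ecl123*Δ replicate 1 left 1 higher gene, *ecl1*, and 0 or 1 lower genes to compare.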
